# Comprehensive Profiling of Amino Acid Response Uncovers Unique Methionine-Deprived Response Dependent on Intact Creatine Biosynthesis

**DOI:** 10.1371/journal.pgen.1005158

**Published:** 2015-04-07

**Authors:** Xiaohu Tang, Melissa M. Keenan, Jianli Wu, Chih-An Lin, Laura Dubois, J. Will Thompson, Stephen J. Freedland, Susan K. Murphy, Jen-Tsan Chi

## Abstract

Besides being building blocks for protein synthesis, amino acids serve a wide variety of cellular functions, including acting as metabolic intermediates for ATP generation and for redox homeostasis. Upon amino acid deprivation, free uncharged tRNAs trigger GCN2-ATF4 to mediate the well-characterized transcriptional amino acid response (AAR). However, it is not clear whether the deprivation of different individual amino acids triggers identical or distinct AARs. Here, we characterized the global transcriptional response upon deprivation of one amino acid at a time. With the exception of glycine, which was not required for the proliferation of MCF7 cells, we found that the deprivation of most amino acids triggered a shared transcriptional response that included the activation of ATF4, p53 and TXNIP. However, there was also significant heterogeneity among different individual AARs. The most dramatic transcriptional response was triggered by methionine deprivation, which activated an extensive and unique response in different cell types. We uncovered that the specific methionine-deprived transcriptional response required creatine biosynthesis. This dependency on creatine biosynthesis was caused by the consumption of S-Adenosyl-L-methionine (SAM) during creatine biosynthesis that helps to deplete SAM under methionine deprivation and reduces histone methylations. As such, the simultaneous deprivation of methionine and sources of creatine biosynthesis (either arginine or glycine) abolished the reduction of histone methylation and the methionine-specific transcriptional response. Arginine-derived ornithine was also required for the complete induction of the methionine-deprived specific gene response. Collectively, our data identify a previously unknown set of heterogeneous amino acid responses and reveal a distinct methionine-deprived transcriptional response that results from the crosstalk of arginine, glycine and methionine metabolism via arginine/glycine-dependent creatine biosynthesis.

## Author Summary

In order for mammalian cells to live and function, amino acids are required for protein synthesis and the generation of metabolic intermediates. An imbalance or deficiency of amino acids often triggers an “amino acid response” (AAR) to allow cells to adapt to their environment. However, it remains unclear whether the deprivation of any single amino acid leads to similar or different changes compared to the global AAR response or to other single amino acid deficiencies. To answer this question, we removed each or all of the 15 amino acids found in media from cells and comprehensively profiled the resulting changes in their RNA expression. Strikingly, we found a unique and dramatic gene expression program that occurred only when cells were deprived of methionine, but not any other amino acid. We also found that these methionine-specific changes depended on changes in histone modifications and an intact creatine biosynthesis pathway. Methionine deprivation reduced the degree to which histone proteins were indirectly modified by methionine (histone methylation). Creatine biosynthesis consumed methionine’s derivate S-Adenosyl-L-methionine (SAM), contributing to the reduction of histone methylation and an increase in ornithine-mediated signaling. Since methionine restriction may have anti-aging and other medical uses, our findings provide insights that will lead toward a better understanding of the underlying effects of methionine restriction and eventually improve human health.

## Introduction

While amino acids are the building blocks of proteins, different amino acids also participate in a wide variety of biological processes. For example, amino acids supply carbon and nitrogen molecules for biosynthesis, feed substrates to maintain TCA cycle activity for ATP generation, and provide reducing equivalents to bolster anti-stress capacity for redox homeostasis. Therefore, all organisms have developed strategies to cope with metabolic stress and challenges posed by the deprivation of amino acids. In mammalian cells, there are at least two major adaptive mechanisms that sense and respond to fluctuations in amino acids levels. Mammalian target of rapamycin (mTOR) is a conserved Ser/Thr kinase that senses amino acid availability to regulate cell growth and autophagy. Another important sensor is the GCN2 (general control nonderepressible 2) kinase that regulates protein translation initiation in amino acid–starved cells by detecting uncharged tRNAs. These two kinases are highly conserved from yeast to mammalian cells and play major roles in the control of protein translation, transcriptional programs, and regulation of adaptive responses during amino acid starvation. One of the downstream effects of amino acid deprivation is the phosphorylation of Ser51 on the α-subunit of eukaryotic translation initiation factor (eIF) 2α by GCN2, which causes reduced rates of translation initiation and a general decline in protein synthesis. Besides GCN2, three additional eIF2a upstream kinases, including heme regulated initiation factor 2α kinase (HRI), protein kinase R (PKR) and protein kinase R like ER kinase (PERK), guard translation initiation in response to distinct kinds of stress in mammals. All four kinases have highly similar downstream components as they all phosphorylate eIF2α on Serine 51. While phosphorylated eIF2α generally suppresses protein synthesis, it also promotes the translation of select mRNA species that contain unique features in their 5’ untranslated regions, such as the activating transcription factor 4 (ATF4) [1]. ATF4 triggers a general AAR by inducing expression of a large number of target genes, including activating transcription factor 3 (*ATF3*), CEBP homologous protein (*CHOP*), and asparagine synthetase (*ASNS*). An amino acid response element (AARE) in the promoters of these genes allows for the coordinated transcriptional regulation [2].

While the network of transcriptional changes of an AAR have been extensively investigated [3], our understanding is still limited in several ways. First, are there additional, yet-uncharacterized pathways elicited as cells respond to amino acid deprivation? Second, to what degree are similar or distinct responses triggered by deprivation of different individual amino acids? Third, whether or how is the transcriptional response affected by the crosstalk of amino acid metabolism?

Among the twenty-two standard amino acids, nine are considered “essential” because the human body must obtain these from nutritional intake. For different types of cells, there also might be different dependencies based on their genetic makeup and metabolic flexibility [4] as well as the microenvironmental stresses of these cancer [5,6]. There has been much interest in identifying nutrient addictions of cancer cells with the hope for new therapeutic opportunities. For example, acute lymphocytic leukemia (ALL) cells are deficient in the asparagine pathway and require large amounts of exogenous asparagine. Therefore, asparaginase, through its ability to deplete extracellular asparagine, has become a cornerstone in the treatment of ALL. Glutamine addiction is found in basal-type breast cancer cells [7,8] and cancer cells with activated Myc and Ras [9,10]. Certain melanoma cells have a leucine addiction caused by defective adaptive autophagy [11]. An important implication of these studies is the significant heterogeneity in how cells sense and respond to the deprivation of each amino acid.

Although the cellular response to general amino acid deprivation might be similar, the deprivation of individual amino acids may induce different phenotypic and transcriptional responses; each individual amino acid participates in distinct metabolic pathways and different cells might have different intermediate demands. However, few studies have extensively profiled the global transcriptional response to a large number of amino acids. To that end, we systematically depleted each one of, or all of, the amino acids at a time to observe cellular phenotypic and transcriptional responses. We found that the deprivation of most amino acids, except glycine, triggered a robust and mostly conserved AAR. Quite unexpectedly, methionine deprivation triggered the most dramatic and extensive gene expression changes.

Methionine participates in multiple cellular metabolic pathways, including the salvage pathway, the SAM recycling pathway, the trans-sulfuration pathway for cysteine biosynthesis, polyamine synthesis, and creatine biosynthesis. Methionine, indirectly via SAM, also donates methyl groups for protein methylation, which can result in epigenetic changes when the proteins being methylated are histones. We dissected the contribution of each potential pathway to the cellular response of methionine deprivation and uncovered that creatine biosynthesis is essential for the methionine-deprived transcriptional response and histone modifications. Creatine biosynthesis depends on the availability of arginine and glycine; simultaneous deprivation of arginine or glycine abolished the methionine-deprivation transcriptional response and epigenetic changes. Together, our data reveal the heterogeneity of amino acid responses and a crosstalk among the metabolism of arginine, glycine and methionine in cells, in which arginine/glycine-dependent creatine biosynthesis is required for the methionine-deprivation response.

## Results

### Cellular and transcriptional responses to the deprivation of individual amino acids

To determine the cellular responses to different amino acids, we performed amino acid deprivation in the breast cancer cell line MCF7 that is positive for the estrogen receptor (ER) and has wild type p53 [12]. MCF7 cells were usually cultured and propagated in DMEM media that contained 15 amino acids, including 11 essential amino acids and 4 non-essential amino acids. To systematically define the global transcriptional response to the deprivation of any one (or all) amino acids, we prepared custom-made DMEM medias with the removal of one (or all) amino acids and supplemented with dialyzed fetal bovine serum. Similar approaches of depriving single amino acids have been previously applied by different groups to analyze the signaling pathways [13] and AARE-driven gene expression [14] of human cell lines.

First, we determined how the deprivation of each single amino acid affected the viability of MCF7 by crystal violet staining at different time points. During the experimental period of 72–120 hours, the viable cell number increased in the control media, while the deprivation of most individual amino acids dramatically reduced viable cell number (Fig 1A). The only exception to this was in glycine-free media where MCF7 cells proliferated to a similar degree as in control media, suggesting that MCF7 cells do not require extracellular glycine for growth. The deprivation of most amino acids reduced cell number to approximately the same extent, except for methionine deprivation, which led to the most dramatic reduction in cell number (Fig 1A). The deprivation of most amino acids led to moderate cell growth arrest within two days (S1A Fig). When compared to the deprivation of representative amino acids (leucine or glutamine), *propidium iodide* (PI) staining confirmed that methionine depletion caused the highest degree of cell death (S1B Fig).

**Fig 1:**
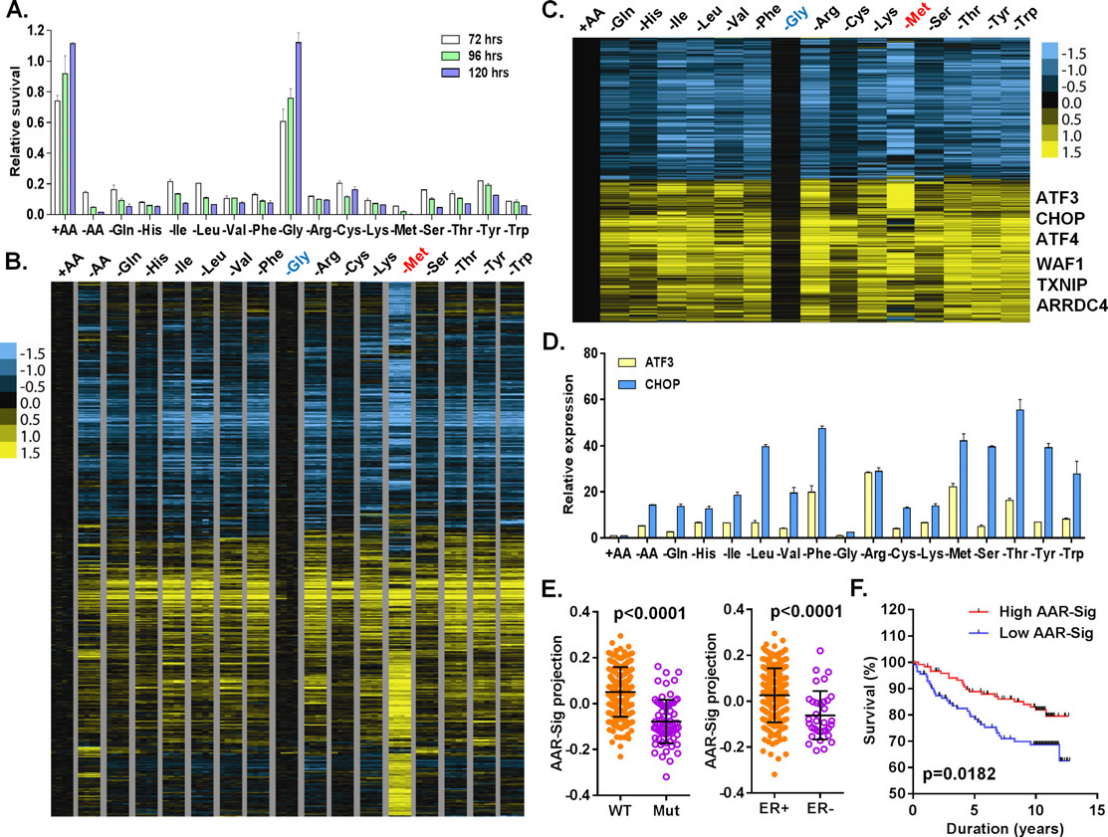
Cellular and transcriptional response to the deprivation of individual amino acids. (**A**) Relative cell survival of MCF7 cells upon the deprivation of all or indicated individual amino acids at the indicated times. (**B, C**) Heatmap of all (B) or common (C) transcriptional response of MCF7 in response to the deprivation of all or indicated individual amino acids. The samples of the deprivation of glycine (Gly, blue) and methionine (Met, red) were shown in the indicated colors. (**D**) The relative expression of ATF3 and CHOP in response to the deprivation of all or indicated individual amino acids. (**E**) The levels of the AAR signatures in the breast tumors when separated by wild type (WT) vs. mutant (Mut) p53 or positive vs. negative ER. (**F**) Kaplan-Meyer survival curves of Miller breast tumor sub-groups with either high or low associations with the common amino acid response gene signature.

Amino acid starvation generally triggers the transcriptional amino acid response (AAR) pathway and inhibits the nutrient sensing mTOR pathway. To examine the activities of these two pathways, we determined whether the phosphorylation of eIF2α (GCN2 activation in the AAR pathway) and S6K1 (T398, the mTOR sensing pathway) were affected by individual amino acid deprivation. Consistent with the lack of effects on proliferation, glycine deprivation did not affect pho-S6K1 (mTOR activity) or pho-eIF2α (GCN2 activity) (S1C Fig). In contrast, the deprivation of most other amino acids reduced phosphorylation of S6K (pho-S6K1) and increased phosphorylation of eIF2α (pho-eIF2a) to varying degrees. These results indicate that the deprivation of most individual amino acids, except glycine, triggered the expected canonical amino acid response.

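MCF7 is an estrogen receptor positive human breast cancer line, and DMEM is a culture medium that holds 15 amino acids. The data cover 17 groups of 4 arrays, namely control medium with all amino acids, medium without any of them (-AA), and 15 media that each lacked a single amino acid. RNA of all 68 samples was taken after 24 hours, and the sample labels call the 4 arrays of a group biological replicates. Each array gave a level for 22215 probe sets, groups of short probes for a transcript. In the platform annotation used here, 19064 probe sets name 1 gene, 1043 name several genes and 2108 name none, and the first kind covers 11963 genes. Levels on the log2 scale ran from 2.52 to 14.39, and the medians of the 68 arrays lay between 6.43 and 6.50, with a median of 6.46. Pearson's r between 2 arrays of one group was 0.996 to 0.999 across probe sets, and no 2 of the 94 arrays of the study held identical values. With 4 arrays in a group, the number of arrays limits the precision.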

To profile the transcriptional response to the deprivation of all or each of the 15 amino acids in DMEM, we exposed MCF7 to media with all (+AA), no amino acids (-AA) or missing one of each of the 15 amino acids, in quadruplicate, for 24 hours. 

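The authors normalized the probe intensities by RMA, which corrects for background, brings the arrays to one distribution and summarizes each probe set as a log2 value. The submitters' processing notes name Affymetrix Expression Console 1.1. Sorted by level, the 68 arrays differed by at most 0.26 at one rank and lay apart from the arrays of the other 2 experiments, so this panel was normalized by itself and was tested by itself. Because RMA equalizes the distributions, a shift of most transcripts in one direction would be removed from these values. No further scaling was applied. For each probe set, limma fitted a mean per group to the 68 arrays, so that the 17 groups share an estimate of the spread, and each deprivation was compared with the controls. A probe set was called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg over the 22215 probe sets) together with a mean change of at least 0.8, the log2 fold threshold that the authors use. In addition, 29 gene lists were fixed before the deposited values were examined. Values in the paper's tables, which come from these arrays, had been seen, so the lists were not drawn up blind to the results. Each list was tested with camera, which asks whether the genes of a list are shifted against all other genes. Members of a list were counted as higher or lower at an adjusted p under 0.05 alone.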

The 68 RNA samples were then interrogated by Affymetrix U133A2 genechips to obtain global gene expression profiles (deposited into GEO with the accession number: GSE62673). 

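INHBE, a target of ATF4 that encodes an inhibin subunit, had the largest increase without arginine, 4.16 on the log2 scale (17.8-fold, standard error 0.12, adjusted p = 3.0e-37 from limma). NIBAN1, which is induced by cellular stress, rose by 3.67 in the same arrays. After each probe set was centred on its mean over the 68 arrays, 211 probe sets lay 3-fold from that mean in at least 2 arrays. Clustered by average linkage on 1 minus Pearson's r over these 211 probe sets, 65 of the 68 arrays had an array of their own group as the nearest one.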

First, we normalized all intensities of the 68 arrays by RMA, then mean-centered and filtered by 3-fold variation in at least two arrays to select 1365 probesets. These samples were then grouped based on their similarity of gene expression via unsupervised hierarchical clustering (S1D–S1F Fig). 

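When the 68 arrays were divided into 3 branches, the controls shared a branch of 28 arrays with the samples deprived of glycine, cystine, glutamine, histidine and serine and with those deprived of all amino acids. In the glycine-deprived samples, ATF4, the transcription factor at the centre of the amino acid response, had a log2 change of 0.06 (adjusted p = 0.51 from limma), and DDIT3 (CHOP), one of its targets, had a change of 0.11 (adjusted p = 0.69). SARS1, the seryl-tRNA synthetase, rose by 0.20, under the threshold of 0.8.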

The control samples (+AA) clustered tightly with the glycine-deprived samples, consistent with the minimal effects on cell growth by glycine deprivation. This branch also contained His, Cys, Gln and Ser deprived samples (S1D–S1F Fig). 

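The arrays of the other deprivations in this branch did differ from the controls. Without cystine 98 probe sets were called higher and 30 lower, without histidine 138 and 53, without glutamine 128 and 147, and without serine 233 and 146. In serine-deprived cells, PHGDH, which catalyzes the first step of serine synthesis, rose by 2.31 on the log2 scale (4.97-fold, standard error 0.06, adjusted p = 3.8e-37 from limma), and the kinase gene RPS6KA2 rose by 2.19. EIF5, a translation initiation factor, fell by 1.66 and 1.60 by its 2 leading probe sets in these arrays, and the tubulin gene TUBB6 fell by 1.52.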

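In the division into 4 branches, the 8 arrays deprived of lysine or valine formed a branch, and the 28 arrays deprived of arginine, isoleucine, leucine, phenylalanine, threonine, tryptophan or tyrosine formed another. The number of called probe sets in these 9 deprivations ran from 444 without valine (218 higher, 226 lower) to 981 without arginine (499 higher, 482 lower). Without lysine, 381 were higher and 451 lower. When the distances were taken over all 22215 probe sets, the 4 branches set the 20 arrays without arginine, lysine, threonine, tryptophan or tyrosine beside the 16 arrays without isoleucine, leucine, phenylalanine or valine. CLGN, a testis chaperone gene, rose by 3.50 without arginine, and HSPA2, a member of the heat shock protein family, fell by 2.08.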

The second branch contained three sub-branches: Val and Lys sub-branch; Ile, Leu and Phe sub-branch; and Arg, Thr, Tyr and Trp sub-branch (S1D–S1F Fig). The methionine (-Met) and all amino acid deprived samples (-AA) were in two distinct branches differentiated from all other amino acid deprived samples (S1D–S1F Fig). These data were in agreement with the clustered pattern analyzed by cross-correlation of individual AAR (S1G Fig). 

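In the division into 2 branches, the 4 -Met arrays stood against the other 64, also with Euclidean distance, but with all probe sets, with complete linkage and with the 1365 probe sets of a 2-fold rule the first division set a branch of 28 arrays with the controls against the rest. Samples deprived of all amino acids (-AA) fell into the branch of the controls in the divisions into 3 and into 4 branches. They had 239 probe sets called higher and 283 lower. DNAAF1, an axonemal assembly gene, led the increases with 2.04 (4.12-fold, standard error 0.07, adjusted p = 8.6e-34 from limma), followed by ID4, an inhibitor of basic helix-loop-helix factors, with 1.81 and SLC7A11, the cystine/glutamate antiporter, with 1.77; MAT2A, which makes S-adenosylmethionine, rose by 1.72. SCD, the stearoyl-CoA desaturase, fell by 2.28 by its most changed probe set and by 1.84 by the one used in the gene lists. The replication factor MCM10 fell by 2.22, and LRP8, a lipoprotein receptor, fell by 1.98.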

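The changes against control were correlated for each pair of the 16 deprivations, across the 3741 probe sets that moved by 0.8 in at least 4 arrays. Threonine and tyrosine deprivation had the highest correlation (r = 0.862), followed by leucine with tryptophan (0.855). Histidine deprivation was closest to cystine deprivation (0.798), serine to glutamine (0.789), and lysine to arginine (0.777). The nearest single deprivation to -AA was serine deprivation (0.701). Methionine deprivation reached at most 0.585, with isoleucine, and its lowest value was 0.193, with glycine. Genes are not independent replicates, so no p is attached to these values. All 16 responses share their control arrays, and groups with no change, simulated against these arrays, had an r of 0.498.

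**Figure D1:**
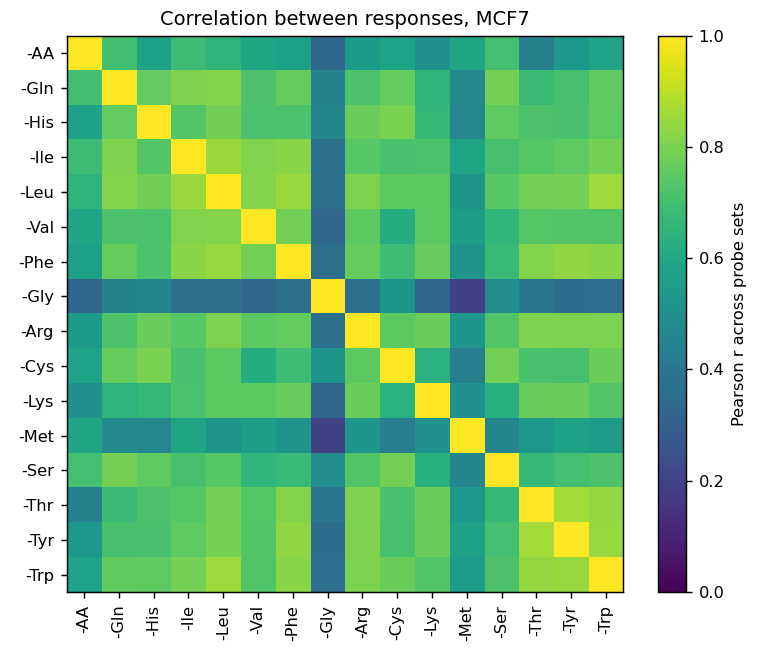
Pearson's r between the mean log2 changes of each pair of the 16 deprivations of MCF7 cells, across 3741 probe sets; both axes list the deprivations and the color gives r. The median r with the other deprivations is lowest for -Gly (0.37) and next lowest for -Met (0.52), although single squares overlap with those of -AA. For threonine with tyrosine, r is 0.862.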

While not in perfect overlap, these clusters do have parallels with amino acid side chain characteristics: the nonpolar, branched amino acids (Val, Ile, Leu) were closely clustered.

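Valine, isoleucine and leucine deprivation had a median r of 0.815 among their 3 pairs (0.809 to 0.850). With the control arrays split so that each comparison had its own, this median was 0.796. The covariance of the 3 pairs was 0.259, beside 0.00268 for groups with no change simulated 200 times against the same controls. Leucine deprivation was as close to phenylalanine deprivation (0.844) and glutamine deprivation (0.816) as to valine deprivation (0.815).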

We also found that many features existed in one or only a subset of amino acid deprived samples (S1F Fig). For example, deprivation of all, but not any one individual amino acid, induced the expression of calpain 9 (CAPN9), pre-B-cell leukemia transcriptional factor interacting protein 1 (PBXIP1) and C-C chemokine receptor type 4 (CCR4). 

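CAPN9, a calpain protease, stood at 7.72 ± 0.08 (SD, n = 4) in -AA samples and at 6.60 ± 0.05 in controls, an increase of 1.11 (adjusted p = 7.2e-18 from limma). It was higher in -AA than in each of the 15 single deprivations, and the smallest of these differences was 0.17, against serine deprivation (adjusted p = 0.0499). Without serine alone, CAPN9 was 0.94 above control. It was above control at an adjusted p under 0.05 from limma in 6 of the 14 single deprivations other than glycine. PBXIP1, which binds the PBX1 transcription factor, stood at 9.46 ± 0.11 in -AA samples and at 8.36 ± 0.12 in controls. It rose by 1.09 (adjusted p = 1.3e-19) and was higher in -AA than in all 15 single deprivations, by 0.63 or more. PBXIP1 was also above control at an adjusted p under 0.05 in 2 of the 14 single deprivations other than glycine. Its highest change among the 14 was 0.47, without glutamine. CCR4, a chemokine receptor, was at 5.14 ± 0.10 in -AA samples and 5.02 ± 0.17 in controls (change 0.13, adjusted p = 0.39), and -AA was higher than 1 of the 15 single deprivations. Adjusted values among deprivations are over all contrasts and genes tested in this way.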

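The small GTPase gene RAB26 had a level of 8.18 ± 0.06 (SD, n = 4) without serine and 7.40 ± 0.19 in controls, an increase of 0.78 (adjusted p = 3.4e-10 from limma). VAMP1, a synaptobrevin of vesicle membranes, was at 6.65 ± 0.24 without serine and at 5.94 ± 0.15 in controls, an increase of 0.71 (adjusted p = 7.1e-06). Both genes were higher without serine than in each of the other 15 deprivations. Of the 14 single deprivations other than glycine, RAB26 was above control at an adjusted p under 0.05 in 2, serine included. For VAMP1 this held in 1, serine deprivation. The smallest differences were against glutamine deprivation, 0.43 for RAB26 and 0.39 for VAMP1 (adjusted p = 0.0055 for the latter).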

Only serine deprivation induced the expression of RAB26 (a member of RAS oncogene family) and vesicle-associated membrane protein 1 (VAMP1), both of which are involved in vesicle trafficking. 

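KYNU, the gene of kynureninase, rose without arginine from 11.57 ± 0.03 to 12.50 ± 0.02 (SD, n = 4), by 0.93 on the log2 scale (adjusted p = 1.8e-26 from limma). It was higher than in each of the other 15 deprivations, by at least 0.48. KYNU was above control at an adjusted p under 0.05 in 3 of the 14 single deprivations other than glycine, arginine included. CXCL8, which encodes the chemokine IL8, rose from 4.10 ± 0.06 to 5.71 ± 0.25, by 1.61 (adjusted p = 1.7e-17). Its control level lay under the array medians. In a separate experiment of single MCF7 arrays without replicates, CXCL8 differed from control by 0 without arginine, and KYNU by 1.07. CXCL8 was higher without arginine than in 14 of the other 15 deprivations; against methionine deprivation, where it rose by 1.40, the difference was 0.20 (adjusted p = 0.129). CCL1, another chemokine gene, had a change of -0.01 (adjusted p = 0.92) and was higher than in 0 of the other 15 deprivations by limma at an adjusted p under 0.05, and than in 1 at an unadjusted p under 0.05 (methionine deprivation, difference 0.17, adjusted p = 0.057). It was lower than in -AA, with a difference of -0.19. Among chemokine and NF-kappaB genes, CCL20 rose by 3.20 and TNFAIP3 by 1.53 without arginine.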

Arginine deprivation induced a specific set of genes that included chemokines (CCL1 and IL8) and kynureninase (KYNU), which catalyze the degradation of kynurenine. Kynurenine was previously found to be elevated in ER- breast tumors [15]. 

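Of 48 measured interferon response genes, 47 rose and 1 fell without methionine (the same counts when adjusted over the list alone), with a median change of 1.78 (adjusted p = 4.8e-22 by camera, adjusted p = 0.021 with an estimated correlation). IFIT1, which binds viral RNA, rose by 4.45 (21.9-fold, standard error 0.15), SAMD9 by 3.68, the transcription factor IRF1 by 3.19 and the oligoadenylate synthetase-like gene OASL by 3.05. Without arginine, 44 of the 48 rose (46 when adjusted over the list alone), with a median of 0.99 (adjusted p = 3.6e-22, and 0.021 as the adjusted p with an estimated correlation); DDX60 rose by 3.12 and OAS3 by 1.81. Without lysine, 33 rose and 5 fell (the same when adjusted over the list alone), with a median of 0.42 (adjusted p = 3.3e-06, but adjusted p = 0.301 with an estimated correlation). Histidine deprivation also raised the list, with 40 genes higher (43 when adjusted over the list alone) and a median of 0.52 (adjusted p = 4.2e-20, and adjusted p = 0.029 with an estimated correlation), and valine deprivation had 40 higher and 2 lower (41 and 2 when adjusted over the list alone) and a median of 0.62 (adjusted p = 6.4e-16, but adjusted p = 0.057 with an estimated correlation). Glycine deprivation had a median of 0.04 (adjusted p = 0.17). In methionine against arginine deprivation, the list was higher without methionine by a median of 0.59 (adjusted p = 2.3e-07, but adjusted p = 0.205 with an estimated correlation). The median change of 9 leukocyte markers without methionine was 0.06, with 2 of them higher, LCP1 by 0.81 and CD74 by 0.25.

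**Figure D2:**
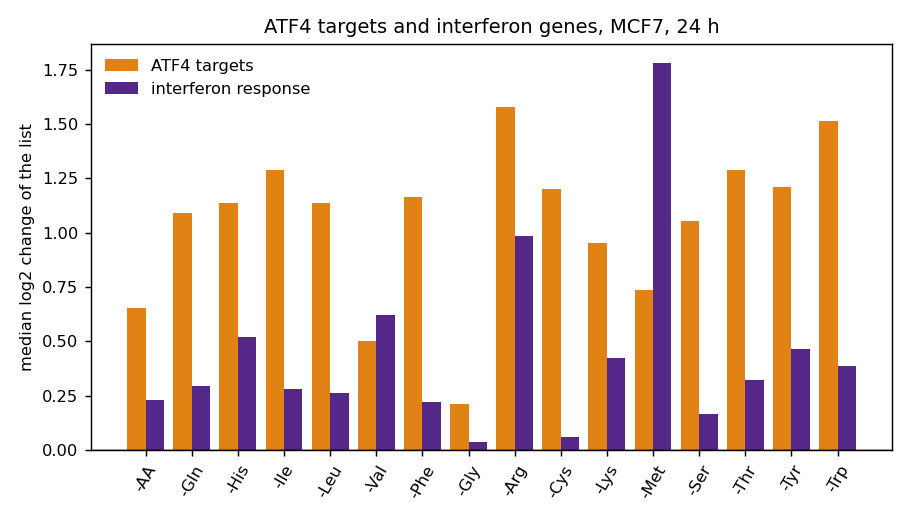
Median log2 change against control of the ATF4 targets and of the interferon response genes in each of the 16 deprivations of MCF7 cells. The interferon median is highest without methionine (1.78), followed by arginine deprivation (0.99).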

We also found many genes in the interferon responses induced in the samples deprived of methionine, arginine and lysine, with particularly high levels in the methionine samples (S1F Fig). Collectively, these results indicated that there is significant, previously-unappreciated heterogeneity in the transcriptional responses to the deprivation of different individual amino acids.

To define a net transcriptional response for each amino acid deprivation, we used a zero transformation process [16] to compare the changes in levels for each gene in each of 16 conditions (deprivation of one individual or all 15 amino acids) to the average transcript levels of the control treatment. 

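A change of at least 0.8 on the log2 scale from the control mean, in either direction and in at least 4 of the deprived arrays, was met by 3741 of the 22215 probe sets. Among the probe sets that rose in most deprivations were those of VEGFA, the vascular endothelial growth factor, with a mean change of 2.16 over the 14 single deprivations other than glycine (adjusted p = 5.9e-43 from limma), and CLGN with 2.51. Among those that fell were LHX2, a LIM homeobox gene, with a mean of -1.95, MICB, a ligand of an activating receptor of natural killer cells, with -1.47, and SKP2, a subunit of a ubiquitin ligase that promotes the cell cycle, with -1.47.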

3741 probe sets were selected by the mean changes with at least ±2^0.8^ (~±1.74) fold change in more than three arrays and arranged using hierarchical clustering (Fig 1B). Such analysis revealed that the deprivation of most individual amino acids triggered a similar transcriptional response with the exception of glycine and methionine. 

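The 13 single deprivations other than glycine and methionine had a median r of 0.750 among their 78 pairs (0.618 to 0.862), across the 3741 probe sets. The median r of methionine deprivation with these 13 was 0.519 (0.429 to 0.585), and that of glycine deprivation was 0.375 (0.329 to 0.527). Responses to -AA had a median r of 0.574 with the 13 (0.438 to 0.701). All deprivations share the 4 control arrays, and the r of glycine deprivation lies under that of groups with no change simulated against these arrays (0.498). Covariances were 0.236 among the 13, 0.340 for methionine with the 13 and 0.0250 for glycine with the 13, beside 0.00268 in the simulation. When the controls were split, so that the responses of a pair had separate control arrays, the 3 medians of r were 0.732, 0.511 and 0.298. An example of a shared change is MCM10, which fell by 1.55 in the mean of 14 deprivations; CENPI, a kinetochore gene, fell by 1.29.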

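Without glycine, limma called 3 probe sets higher and 0 lower; 2397 probe sets had an unadjusted p under 0.05. The probe sets for SLC7A11, the cystine/glutamate antiporter, rose by 0.94 and 0.83, and their deprived and control arrays did not overlap. ASNS, the asparagine synthetase, rose by 0.78 (adjusted p = 5.2e-07) and the stress factor ATF3 by 0.36 (adjusted p = 0.004). Of 37 measured ATF4 targets, 19 rose (24 when adjusted over the list alone), with a median change of 0.21 (adjusted p = 1.7e-35 by camera, and adjusted p = 2.0e-05 with an estimated correlation). By the methods' t-test after Benjamini-Hochberg adjustment, and by limma on these 2 groups alone, 0 probe sets were called, so the 3 calls rest on the spread shared over the 17 groups.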

Glycine deprivation triggered little transcriptional changes (Fig 1B), consistent with its lack of effects on proliferation (Fig 1A), signaling (S1C Fig) and co-clustering with the control samples in the unsupervised analysis (S1D–S1F Fig). In contrast, methionine deprivation triggered a distinct transcriptional response (Fig 1B) including extensive methionine-specific gene responses as well as aspects of the common amino acid deprivation response.

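Without methionine, 1468 probe sets were called higher and 1214 lower by limma. Beside IFIT1, the probe sets with the 10 largest increases were of genes that include CCL20, a chemokine (4.12, 17.4-fold, adjusted p = 2.3e-40 from limma), TEX14, a gene of germ cell bridges (4.06), DHRS2, a dehydrogenase (4.01), and TNFAIP3, an inhibitor of NF-kappaB signaling (3.65). Among the probe sets with the 10 largest decreases, PCLAF, a PCNA-binding protein, fell by 2.98 (7.88-fold lower, adjusted p = 9.5e-54), the homeobox gene LHX2 by 2.95, CCNE2 (cyclin E2) by 2.93, TIMELESS by 2.82 and RRM2, a subunit of ribonucleotide reductase, by 2.67. Of 42 measured genes of DNA replication and G1/S, 39 fell (the same number when adjusted over the list alone), with a median of -1.46 (adjusted p = 2.5e-23 by camera, and adjusted p = 2.1e-05 with an estimated correlation). Of 35 G2/M and mitosis genes, 23 fell and 6 rose (25 and 6 when adjusted over the list alone), with a median of -0.37 (adjusted p = 1.1e-04, but adjusted p = 0.198 with an estimated correlation). Among 32 enzymes of the methionine cycle, transsulfuration and polyamine and creatine synthesis, 7 rose and 18 fell (the same when adjusted over the list alone), with a median of -0.28 (adjusted p = 0.031, but adjusted p = 0.12 with an estimated correlation); SMS, the spermine synthase, fell by 1.66, while MAT2A rose by 1.24. Another probe set of TMT1A, a methyltransferase gene that fell by 2.60, had a change of 0.07. From the heatmap of the changes against control (Fig 1B), the paper concludes that methionine deprivation gives a response of its own together with aspects of the common response.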

Next, we sought to define the common amino acid response (AAR) signature. Using the criteria of probe sets with at least a 2^0.8^ fold-change in more than three different individual amino acid deprivation samples, 778 probe sets were selected (S1 Table; Fig 1C). 

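A mean change of at least 0.8 in at least 4 of the single deprivations was met by 778 probe sets: 385 by increases in at least 4 deprivations, 385 by decreases in at least 4, and 8 only when increases and decreases are counted together. In the arginine-deprived samples the 385 raised probe sets had a median change of 1.08 and the 385 lowered ones a median of -0.89. Threonine deprivation gave 1.02 and -0.83, methionine deprivation 0.99 and -1.11, cystine deprivation 0.49 and -0.41, and -AA 0.48 and -0.70. Glycine deprivation stood at 0.09 and -0.05. These probe sets were chosen on the same samples, so their changes there are not independent evidence of a direction. Among enzymes and transporters, SLC7A11 had the largest mean increase over the 14 deprivations without glycine, 2.89 (7.42-fold, standard error 0.08, adjusted p = 5.9e-37 from limma); SLC7A5, a transporter of large neutral amino acids, rose by 1.98. SCD fell by 1.41 in this mean and thymidine kinase TK1 by 1.36.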

The common AAR gene signature contained many genes known to comprise the canonical amino acid response, including ATF4, ATF3, ASNS, SARS and CHOP (Fig 1C). 

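ASNS rose by 2.55 on the log2 scale in the mean over the 14 single deprivations other than glycine (5.84-fold, standard error 0.07, adjusted p = 2.4e-37 from limma), and was called higher in all 14. DDIT3 (CHOP) rose by 2.09, ATF3 by 1.80, SARS1 by 1.17 and ATF4 by 1.14. ATF3 was called higher in 14 of 14, and the other 3 in 13, with lysine deprivation under 0.8 for ATF4 (0.62) and SARS1 (0.68) and histidine deprivation for DDIT3 (0.71). Of 37 ATF4 targets, 26 to 33 rose and at most 4 fell in each of these 14 deprivations, and the median change ran from 0.50 without valine to 1.58 without arginine; the adjusted p without cystine was 2.2e-65 by camera. CHAC1, which degrades glutathione, had a mean change of 2.44. Without methionine, 26 of the 37 rose and 4 fell (the same when adjusted over the list alone), with a median of 0.74 (adjusted p = 7.1e-10, and adjusted p = 0.029 with an estimated correlation). In the same samples 12 of 16 cytosolic aminoacyl-tRNA synthetases rose and 3 fell (the same when adjusted over the list alone; median 0.38, adjusted p = 0.0014, but adjusted p = 0.16 with an estimated correlation), among them YARS1 by 1.57 and TARS1 by 1.33. Of 22 amino acid transporters 8 rose and 5 fell (the same when adjusted over the list alone; median 0.02, adjusted p = 0.265), SLC7A5 by 2.05 and SLC1A1, a glutamate transporter, by a change of -1.06. Of 12 enzymes of serine, glycine and one-carbon metabolism 2 rose and 5 fell (the same when adjusted over the list alone; median -0.17, adjusted p = 0.111), with thymidylate synthase TYMS at -2.25.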

We used real-time qPCR to validate the induction of ATF3 and CHOP mRNA when MCF7 was deprived of most individual amino acids, except glycine (Fig 1D). In addition to these canonic AAR genes, we also noted and validated the consistent induction of TXNIP and ARRDC4 in response to the deprivation of most individual amino acids (S1H Fig). 

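TXNIP, which encodes the thioredoxin-interacting protein and restrains glucose uptake, rose by 1.43 on the log2 scale in the mean over the 14 single deprivations other than glycine. Of these, 13 were called higher by limma, from arginine deprivation with 2.04 down to the threshold of 0.8, and serine deprivation had 0.76. Without glycine the change was 0.08 (adjusted p = 0.32), and without methionine it was 1.54. ARRDC4 was not analysed here.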

Previous studies have suggested that glutamine deprivation and lactic acidosis affect glucose metabolism through the induction of TXNIP by the transcription complex MondoA/Mlx [17,18]. These results suggested that activation of TXNIP and ARDDC4 may also be part of the general amino acid response. 

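CDKN1A, which encodes the cell cycle inhibitor p21, had an adjusted p under 0.05 and an increase in all 14 single deprivations other than glycine, and reached 0.8 in 5 of them, with 1.29 without threonine, 1.28 without isoleucine, 1.11 without methionine, 0.86 without arginine and 0.81 without valine. Its mean change over the 14 was 0.69 and the lowest was 0.14, without histidine. MDM2, a ubiquitin ligase for p53, had a mean change of 0.32, passed an adjusted p of 0.05 in 11 of the 14 and reached 0.8 in 1, methionine deprivation (1.00); a second probe set of MDM2 had a mean of -0.04. Among 22 measured p53 targets, 17 rose and 1 fell without isoleucine (median 0.52, adjusted p = 3.4e-10 by camera, adjusted p = 5.0e-04 with an estimated correlation), and 15 rose without glutamine (median 0.28, adjusted p = 2.3e-08, adjusted p = 0.0020 with an estimated correlation). Without methionine 15 rose and 3 fell (the same when adjusted over the list alone; median 0.74, adjusted p = 2.9e-05, and adjusted p = 0.019 with an estimated correlation), with GADD45A, a DNA damage inducible gene, at 2.74 and PHLDA3 at 1.47. Histidine deprivation had 4 higher and 5 lower (adjusted p = 0.92) and cystine deprivation 7 and 5 (adjusted p = 0.16). Leucine (0.055), tryptophan (0.068), tyrosine (0.065), arginine (0.057) and valine deprivation (0.146) lost the call of the list with an estimated correlation, these values being the adjusted p.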

The deprivation of most amino acids also induced p21 and MDM2, two well-established p53 target genes. Their induction was validated by qPCR and we found that these inductions were strongly reduced in p53-silenced cells (S1I Fig). Taken together, these data indicated that the deprivation of most individual amino acids activates the TXNIP and p53 pathways in addition to the canonical AAR.

To determine the *in vivo* relevance of the common amino acid response, we projected our derived common AAR gene signature (778 probe sets) to a breast tumor gene expression dataset with annotation of the p53 status [19]. We found that the common AAR gene signature was highly enriched in the ER and PR positive tumors (Fig 1E). The tumors with high enrichment of the common AAR gene signature were mostly associated with wild type p53 and low Elston grade (Fig 1E and S1J Fig). Furthermore, the tumors with high enrichment of the common AAR gene signature had better survival outcomes (Fig 1F). Together, these results support an anti-growth capacity of the common amino acid response and the role of TXNIP and p53 in tumor suppression.

### Unique and dramatic transcriptional response of methionine deprivation

Next, we identified individual amino acid-specific gene signatures based on the following criteria: at least ±2^0.8^ fold change of a probeset induced by the target amino acid deprivation relative to the mean transcript levels of the control samples, while less than ±2^0.5^ fold change of this probeset by all other amino acid deprivations (S2A Fig). Among all of the amino acids tested, methionine deprivation triggered the most dramatic and distinct transcriptional response (Fig 2A). 

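With 2682 called probe sets, methionine deprivation had more changes than any of the other 15 deprivations; arginine deprivation was next, and tryptophan deprivation had 839 (416 higher, 423 lower). Probe sets higher without methionine than without arginine numbered 1350 and lower ones 1045, which counts differences between the 2 and not the size of either response. Against isoleucine deprivation 1152 were higher and 860 lower, and against tyrosine deprivation 1116 and 980. The gene of the intercellular bridge protein TEX14 had a level of 8.47 ± 0.13 (SD, n = 4) without methionine and 4.41 ± 0.14 in controls, and was 4.06 higher on the log2 scale than without arginine (adjusted p = 7.0e-40 from limma). BAG5, a co-chaperone of HSP70, stood at 12.31 ± 0.03 and 10.16 ± 0.03 (adjusted p = 8.6e-49), EGR1, an immediate early transcription factor, at 10.09 ± 0.17 and 8.57 ± 0.11, and ING2, a reader of methylated histone H3, at 8.83 ± 0.07 and 7.67 ± 0.09. DAPK3, a death-associated protein kinase, stood at 7.14 ± 0.21 and 5.07 ± 0.21 by one probe set and at 7.76 ± 0.31 and 6.70 ± 0.11 by another.

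**Figure D3:**
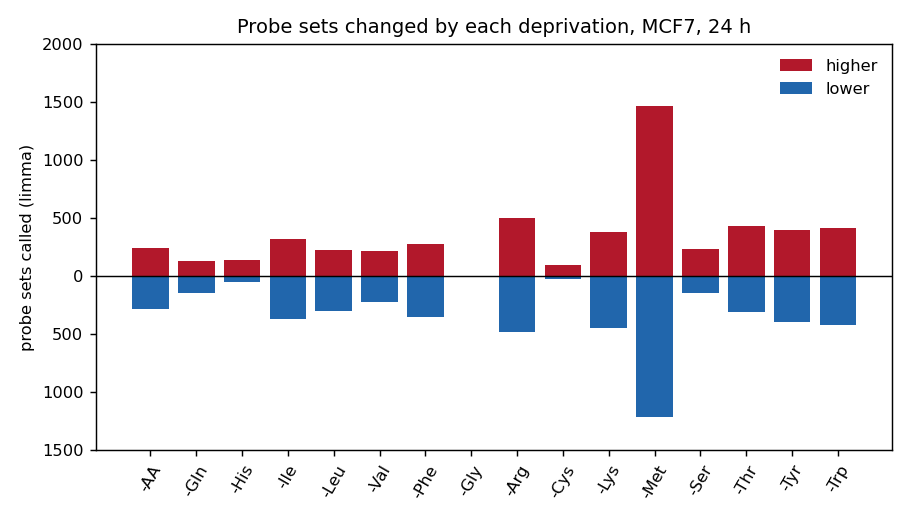
Number of probe sets called higher (bars upward) and lower (bars downward) than control by limma, at an adjusted p under 0.05 and at least 0.8 on the log2 scale, in each of the 16 deprivations of MCF7 cells (4 arrays each). Methionine deprivation has 1468 and 1214, and glycine deprivation 3 and 0.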

Deprivation of most individual amino acids specifically affected very few probe sets (S2A Fig; S2 Table), such as 3 probe sets for glutamine deprivation and 39 probe sets for lysine deprivation. In contrast, we identified 906 specific methionine-specific probe sets that included 568 induced and 338 repressed probe sets (Fig 2A; S3 Table). 

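A probe set was taken as specific to an amino acid when its mean change reached 0.8 in that deprivation and stayed under 0.5 in the same direction in every other single deprivation. Glutamine deprivation had 1 induced and 2 repressed probe sets of this kind, lysine deprivation 13 and 26, arginine deprivation 9 and 15, and threonine deprivation 12 and 9. Serine deprivation had 10 induced and 0 repressed, and glycine and leucine deprivation had 0 in either direction; these are counts by the fold rule, without a test. Summed over the 14 amino acids other than methionine, 155 probe sets were specific.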

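The same rule gave 906 methionine-specific probe sets, 568 induced and 338 repressed. The paper's S3 Table has the same numbers and shares 898 of them; its probe sets are the 568 and 338 followed here and in the other samples. Without methionine their median changes were 1.02 and -0.99 in the deposited values, and limma called 561 of the 568 higher and 337 of the 338 lower. In every other single deprivation the medians lay between -0.06 and 0.05 for the induced and between -0.03 and 0.06 for the repressed probe sets, where the rule itself keeps changes in that direction under 0.5 for the probe sets it selects. The probe sets were chosen on these samples, so the counts are not independent evidence of their direction. SIRT4, a mitochondrial sirtuin, rose by 1.12 and 1.22 by its 2 probe sets, PTEN, the phosphatase that opposes PI3K, by 1.17, ERBB2, the HER2 receptor, by 0.94 and DAG1, dystroglycan, by 0.93; DAPK3, PTEN and DAG1 were known from the paper's S3 Table before they were named here.

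**Figure D4:**
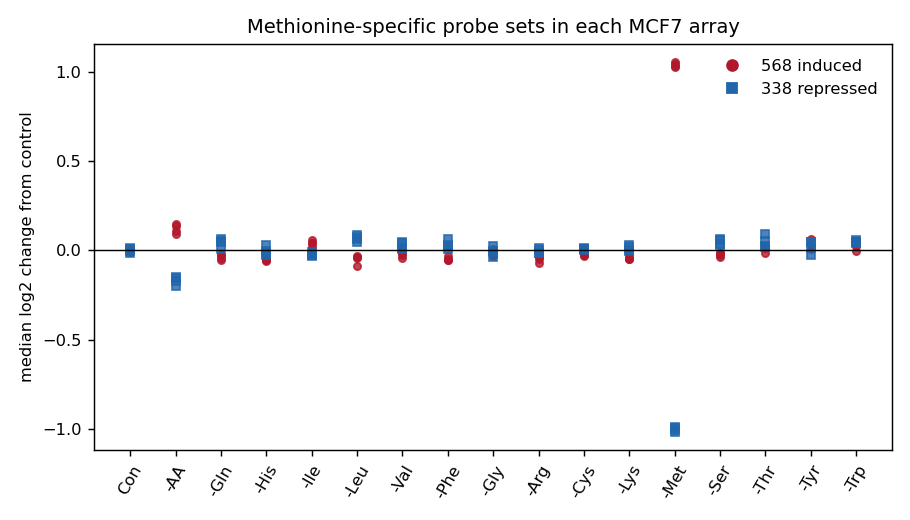
Median log2 change from the control mean of the 568 induced and the 338 repressed methionine-specific probe sets in each array of the MCF7 panel; each point is an array, grouped by medium. The 4 arrays without methionine stand near 1.02 and -0.99, and the arrays of the other single deprivations near 0.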

When TRANSFAC was used to analyze the promoters of these induced methionine-specific genes, we noted an enrichment of the binding motifs of NRF2 (nuclear respiratory factor2), DEAF1 (Deformed Epidermal Autoregulatory Factor 1), GABP (GA binding protein) and E2F1 (S4 Table). In addition, 196 induced genes also have the predicted binding sites of activating transcription factor (ATF4) (S4 Table). This suggests that ATF4, that is triggered to mediate the canonical AAR (Fig 1), may also potentially contribute to the methionine-deprived specific response under methionine- deprived condition. The dramatic and distinct transcriptional response of methionine deprivation explained its distinct clustering pattern in the unsupervised analysis (S1D–S1F Fig).

**Fig 2:**
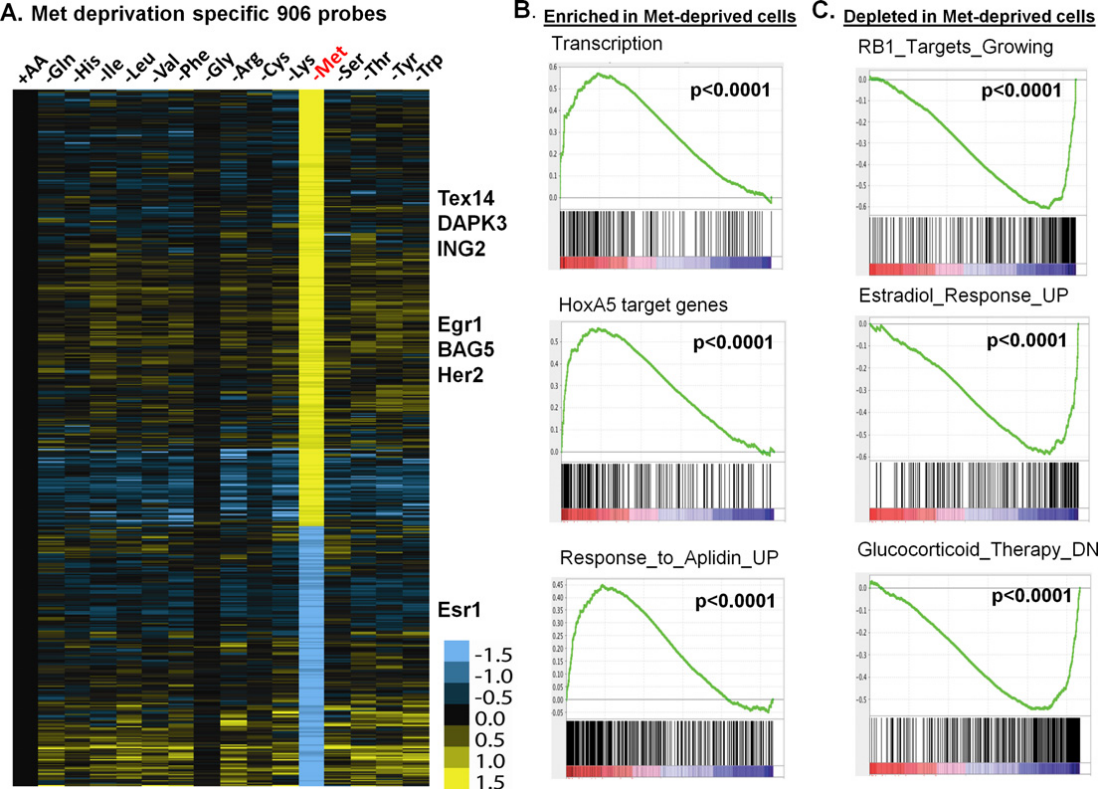
The methionine-deprived specific transcriptional response. (**A**) Heatmap of the 906 selected methionine-specific transcriptional changes in MCF7 cells in response to the deprivation of indicated all or individual amino acids. (**B, C**) GSEA analysis showed the enrichment (B) or depletion (C) of indicated genesets in the methionine-deprived cells.

To identify the biological pathways specifically affected by methionine deprivation, we performed Gene Set Enrichment Analysis (GSEA) by comparing methionine-deprived samples with samples deprived of several non-methionine amino acids, including arginine (Arg), isoleucine (Ile) and tyrosine (Tyr). When compared with arginine, the pathways enriched in the methionine-depleted samples included transcription (Reactome transcription, Pol III transcription initiation, KEGG-RNA-polymerase), telomere ends and maintenance, meiotic synapsis, HoxA5 target genes and genes in response to Aplidin (Fig 2B)[20]. In contrast, the pathways depleted in the methionine-depleted samples included RB1 targeted cell growth genes, progesterone and estradiol response genes, genes down-regulated by glucocorticoid therapy, oxidative phosphorylation and house-keeping genes (Fig 2C). 

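The gene sets of the paper's GSEA were not used here. The lists fixed before the deposited values were examined stand in for the same themes. Of 26 RNA polymerase subunits, 16 were higher and 5 lower without methionine than without arginine (median 0.25, adjusted p = 0.0053 by camera, but adjusted p = 0.142 with an estimated correlation). POLR2I, POLR2C and POLR2D, subunits of RNA polymerase II, were higher by 0.96, 0.94 and 0.92, and POLR3G, of RNA polymerase III, was lower with -1.24. Of 15 telomere maintenance genes, 9 were higher and 3 lower (median 0.35, adjusted p = 0.0086, and adjusted p = 0.031 with an estimated correlation), with the shelterin genes TINF2 at 1.42 and TERF2 at 1.16. Clustered histone genes stood out more, with 30 of 40 higher and 2 lower (median 0.76, adjusted p = 8.0e-10, and adjusted p = 5.5e-04 with an estimated correlation), H2BC17 by 2.77. Of 231 ZNF zinc finger genes 93 were higher and 65 lower (adjusted p = 0.0295, but adjusted p = 0.197 with an estimated correlation), and of 21 Mediator subunits 11 were higher and 5 lower (adjusted p = 0.084). Against control, RNA polymerase subunits had 14 higher and 8 lower without methionine (the same when adjusted over the list alone; median 0.15, adjusted p = 0.132). Telomere genes had 10 higher and 2 lower (10 and 3 when adjusted over the list alone; median 0.19, adjusted p = 0.013, adjusted p = 0.040 with an estimated correlation), and Mediator subunits 11 and 4 (11 and 5 when adjusted over the list alone; median 0.10, adjusted p = 0.041, but adjusted p = 0.19 with an estimated correlation).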

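Genes of DNA replication and G1/S, many of them controlled by RB1 and E2F, were lower without methionine than without arginine in 29 of 42 cases and higher in 6 (median -0.55, adjusted p = 7.3e-07 by camera, and adjusted p = 0.030 with an estimated correlation). CCNE2 differed by -2.11, RRM2 by -1.66 and the replication gene GINS1 by -1.53. Of 35 G2/M and mitosis genes, 27 were lower and 4 higher (median -0.48, adjusted p = 6.4e-07, but adjusted p = 0.082 with an estimated correlation). Of 29 estrogen response genes, 22 were lower and 3 higher (23 and 3 when adjusted over the list alone; median -0.37, adjusted p = 7.7e-05, and adjusted p = 0.030 with an estimated correlation), CCN5 by -1.44 and GREB1 by -1.18, while CA12, a carbonic anhydrase, was higher by 1.29. Oxidative phosphorylation genes were lower in 40 of 65 cases and higher in 16 (median -0.12, adjusted p = 0.0081, but adjusted p = 0.452 with an estimated correlation), with the complex I and III subunits NDUFS1 at -0.78 and UQCRC1 at -0.75. Against control, the estrogen list had 21 lower and 3 higher (the same when adjusted over the list alone; median -0.60, adjusted p = 1.1e-04, adjusted p = 0.030 with an estimated correlation), with the receptor tyrosine kinase RET at -2.57 and PDZK1 at -1.70. The oxidative phosphorylation list had 52 lower and 4 higher against control (53 and 4 when adjusted over the list alone; median -0.37, adjusted p = 7.3e-10, but adjusted p = 0.060 with an estimated correlation).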

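Against isoleucine deprivation, 22 of 29 estrogen response genes were lower without methionine and 4 higher (median -0.45, adjusted p = 1.6e-04 by camera, and adjusted p = 0.032 with an estimated correlation), and against tyrosine deprivation 19 were lower and 4 higher (median -0.58, adjusted p = 4.2e-04, and adjusted p = 0.047 with an estimated correlation). Oxidative phosphorylation genes were lower in 48 of 65 cases against isoleucine (median -0.22, adjusted p = 2.8e-06, but adjusted p = 0.148 with an estimated correlation) and in 40 against tyrosine (median -0.19, adjusted p = 1.5e-04, but adjusted p = 0.224 with an estimated correlation). Of 42 DNA replication genes, 26 were lower and 12 higher against isoleucine (median -0.30, adjusted p = 0.0017, but adjusted p = 0.164 with an estimated correlation), and 32 and 5 against tyrosine (median -0.57, adjusted p = 1.5e-07, and adjusted p = 0.030 with an estimated correlation). G2/M genes were split evenly against isoleucine, 16 higher and 15 lower (adjusted p = 0.91), and 31 of 35 were lower against tyrosine (median -0.61, adjusted p = 2.6e-10). Telomere maintenance genes had 8 higher and 2 lower against isoleucine (median 0.24, adjusted p = 0.0029, and adjusted p = 0.023 with an estimated correlation), and 6 and 2 against tyrosine (adjusted p = 0.160). RNA polymerase subunits had 16 higher and 7 lower against isoleucine (median 0.30, adjusted p = 0.013, but adjusted p = 0.197 with an estimated correlation), and 11 and 7 against tyrosine (adjusted p = 0.263).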

Similar gene set or pathway enrichment or depletion patterns were seen when the methionine-deprived samples were compared with Ile or Tyr deprived samples. Additionally, we found that methionine deprivation suppressed ESR1, the gene encoding the estrogen receptor (S2B Fig). This observation was in agreement with depletion of estradiol response genes in the methionine-deprived samples (Fig 2C). The depletion of the house-keeping genes and highly expressed ESR1 and estrogen-dependent pathways in the ER positive MCF7 suggest that exogenous methionine is required to maintain the expression of these genes. In addition, we projected the methionine-deprived specific gene signature (MetDep-Sig, 906 probesets; S3 Table) to a CCLE gene expression dataset from 1037 cell lines with different tumor types [21]. Interestingly, we found that the MetDep-Sig was highly enriched in the cell lines originated from haematopoietic and lymphoid tissue (S2C Fig). The biological significance and the underlying mechanisms leading to such cell-type specific enrichment remain unclear. Together, methionine deprivation altered the expression of ER-dependent transcriptional program and other biological pathways in MCF7. In addition, methionine deprivation gene expression program was a prominent feature of haematopoietic malignancy.

### The transcriptional response of methionine deprivation is highly similar between MCF7 and PC3

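PC3 is a human cell line from a prostate cancer metastasis that grows without androgen. Its titration has 21 arrays, with 3 at each of 200, 20, 5, 1 and 0 µM methionine after 24 hours, and 3 at each of 200 and 0 µM after 48 hours. The medium with 200 µM is the control, and the labels call the 3 arrays of a group biological replicates. A general note in the labels gives 24 hours for every sample, while the entries of 6 of these arrays give 48 hours; the entries were used. Levels on the log2 scale ran from 2.62 to 14.29, and the medians of the 21 arrays lay between 6.69 and 6.79, with a median of 6.74. At one rank the sorted arrays differed by at most 0.34 and stood apart from the MCF7 arrays, so the authors' RMA values of PC3 were normalized by themselves, and limma was fitted to the 21 arrays alone, with a mean for each of the 7 groups. TEX14, a gene that rose in MCF7 cells without methionine, stood at 6.05 ± 0.42 (SD, n = 3) in the 24 h controls, and at 9.24 ± 0.12, 9.04 ± 0.04, 8.60 ± 0.09 and 6.91 ± 0.14 in the arrays labelled 20, 5, 1 and 0 µM. Because the size of the 24 h changes runs against the order of the concentrations in the labels, the arrays are named by their labelled concentration throughout.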

To define the methionine concentrations at which methionine-specific responses were triggered, we exposed PC3 cells, a prostate cancer cell line, to different concentrations of methionine (from 10% to 0% of the regular DMEM that contains 200 μM methionine) for 24 or 48 hours. 

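In the PC3 arrays labelled 20 µM, 1431 probe sets were called higher and 1528 lower than at 200 µM after 24 hours. TEX14 rose by 3.19 on the log2 scale (9.13-fold, standard error 0.15, adjusted p = 3.1e-13 from limma), and DHRS2, a dehydrogenase gene, by 3.81. BAG5, a co-chaperone of HSP70, rose from 10.34 ± 0.03 to 12.02 ± 0.08 (SD, n = 3; adjusted p = 8.9e-16), and DAPK3, a death-associated kinase, rose by 1.45 and 0.65 by its 2 probe sets. Cyclin E2 (CCNE2) fell by 3.11, the PCNA-associated factor PCLAF by a change of -2.88 and TIMELESS, a replication fork protein, by a change of -2.16. The integrated stress response factor ATF3 rose by 2.86 and ASNS by 1.37.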

Using zero transformation analysis, we found that the methionine response could be triggered at 20 μM (10%) of methionine (S3A Fig), which are close to the levels found in human plasma [22]. 

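At 24 hours, 1433 probe sets were higher and 1522 lower in the arrays labelled 5 µM, 1155 and 1108 in those labelled 1 µM, and 535 and 381 in those labelled 0 µM. TEX14 rose by 2.99, 2.55 and 0.86 in these 3 groups, and between the arrays labelled 0 and 1 µM it differed by -1.69 (adjusted p = 5.2e-08 from limma). PCLAF changed by -2.95, -2.28 and -0.86, and CDC45, which starts replication forks, by -2.10, -1.61 and -0.46. ASNS went the other way, with 1.43, 1.88 and 2.03, while ATF4 stayed at 1.26, 1.25 and 1.24. In the arrays labelled 0 µM, CHAC1, a glutathione-degrading target of ATF4, rose by 3.82 (14.1-fold, adjusted p = 3.5e-17), the secreted stress factor GDF15 by 3.61 and PPP1R15A, which restores translation after stress, by 2.82; the stanniocalcin gene STC1 fell by 2.36. Between the arrays labelled 5 and 20 µM, limma called 0 probe sets, with 1258 at an unadjusted p under 0.05, and the methods' t-test after Benjamini-Hochberg adjustment called 0. Labelled 1 against 5 µM, 4 were higher and 5 lower. Labelled 0 against 1 µM, 184 were higher and 173 lower, and labelled 0 against 5 µM, 530 and 412. The MKI67 probe set that fell by 1.86 in the arrays labelled 0 µM has companions with increases of 0.71 and 1.03.

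**Figure D5:**
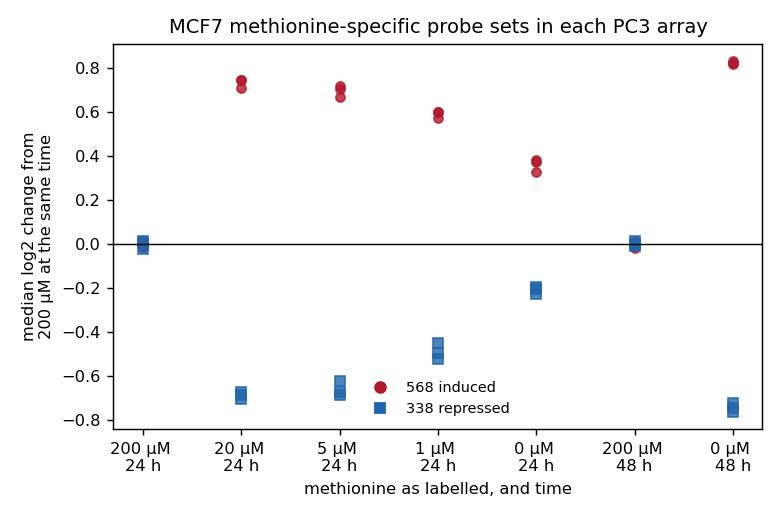
Median log2 change from the 200 µM arrays of the same time, in each PC3 array, of the 568 induced (circles) and 338 repressed (squares) methionine-specific probe sets of MCF7 cells; the horizontal axis gives the labelled concentration and the time, with 3 arrays each. The group medians of the 568 are 0.72, 0.69, 0.60 and 0.35 in the arrays labelled 20, 5, 1 and 0 µM at 24 h and 0.82 in those labelled 0 µM at 48 h.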

Lower concentrations of methionine further enhanced the transcriptional response until the full methionine-deprivation response was triggered at 5μM (S3A Fig). 

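After 48 hours in medium labelled 0 µM, 1694 probe sets of PC3 cells were called higher and 2019 lower than at 200 µM. Against the change at 24 hours in the arrays labelled 0 µM, the change at 48 hours was higher for 1038 probe sets and lower for 1381 by limma's test of the difference between the 2 changes. TEX14 rose by 3.54 at 48 hours, IFIT1, an interferon response gene, by 2.69 (-0.48 at 24 hours), and CCL20, a chemokine, by 4.93. RRM2, a subunit of ribonucleotide reductase, had a change of -3.06 at 48 hours and a smaller one at 24 hours. ASNS rose less at 48 hours (0.62), and GDF15 had a change of 0.55. Across all 22215 probe sets, the 48 h changes had an r of 0.852, 0.851, 0.814 and 0.621 with the 24 h changes in the arrays labelled 20, 5, 1 and 0 µM, which have other control arrays; probe sets are not independent replicates. The test of the difference against the 24 h arrays labelled 20 µM, added after the data were seen, called 298 higher and 545 lower.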

When we examined a time course of the methionine-deprivation response between 24 or 48 hours, we did not note significant differences in the expression patterns (S3A Fig).

To determine the cell-type specificity of the methionine-deprived responses, we compared the transcription response in MCF7 and PC3 cells. 

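In control medium, TEX14 stood at 4.41 in MCF7 and at 6.05 in PC3 cells, and ESR1, the estrogen receptor gene, at 11.76 in MCF7 cells; the 2 tables were normalized separately, so these levels are set side by side without a test. Ranked by level over all probe sets, the 12 pairs of an MCF7 and a PC3 control array had a Spearman rho of 0.883 to 0.885. MCF7 control arrays had 0.996 to 0.998 among themselves, and PC3 control arrays 0.996 to 0.997. Within MCF7 cells, methionine-deprived and control means had a rho of 0.978, and the 4 deprived means of PC3 cells at 24 hours lay between 0.973 and 0.989 of their controls.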

Since these two cell lines had different tissue origins, they had dramatically different basal gene expression profiles (S3B Fig). 

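Across all probe sets, the changes in PC3 arrays labelled 20, 5, 1 and 0 µM at 24 hours had an r of 0.660, 0.652, 0.617 and 0.533 with the changes of methionine-deprived MCF7 cells, and the changes at 48 hours had 0.605; the 2 lines share no control array, and probe sets are not independent replicates. Of the genes that moved most in MCF7 cells, RRM2 had a change of -1.98 in PC3 arrays labelled 20 µM, FANCL, a Fanconi anemia ligase, -2.39, and CDC45 -2.11. CCL20 had 2.91 there, and IFIT1 1.07 beside its much larger increase in MCF7 cells. Other genes of the MCF7 response had smaller changes in those PC3 arrays: that of RET, a receptor tyrosine kinase, was 0.18, and that of TCHH, trichohyalin, was 0.26. CSTA, the cystatin A inhibitor of proteases, rose by 2.54 in PC3 arrays labelled 0 µM and fell by 0.95 in MCF7 cells.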

Remarkably, they had an overall highly similar transcriptional response to methionine deprivation (S3A Fig). Most of the 906 methionine-specific probe sets, defined in MCF7 cells, also showed concordant induction and repression in the PC3 cells (Fig 3A). 

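In PC3 arrays labelled 20 µM at 24 hours, 832 of the 906 probe sets changed in the direction they had in MCF7 cells (91.8%), 529 of the 568 induced and 303 of the 338 repressed. The numbers were 821, 803 and 747 (90.6%, 88.6% and 82.5%) in the arrays labelled 5, 1 and 0 µM, and 833 (91.9%) in those at 48 hours. At an adjusted p under 0.05 from limma, 739 moved the same way and 30 the opposite way in the arrays labelled 20 µM, and 526 and 54 in those labelled 0 µM. Probe sets were chosen in MCF7 cells, so PC3 cells are a separate set of samples for them. Among 10000 random sets of 568 probe sets of like level, medians ran from -0.06 to 0.10 in the arrays labelled 20 µM, where that of the 568 was 0.72 and that of the 338 was -0.70. SIRT4, a mitochondrial sirtuin, rose by 1.27 and 1.44 by its 2 probe sets in these arrays, EGR1, an immediate early factor, by 1.26 and ING2, a chromatin reader, by 0.39. PTEN had a change of 0.19 without passing the test, and ERBB2 (-0.39) and DAG1 (-0.25) fell, where both rose in MCF7 cells. The paper states that the 2 lines respond in a highly similar way overall, in spite of their different basal profiles.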

We used real-time RT-PCR to validate the induction of a few methionine-deprivation induced genes, including TEX14 (Testis Expressed 14), DAPK3 (Death-Associated Protein Kinase 3), ING2 (Inhibitor of Growth Family, Member 2), BAG5 (Bcl-2-Associated Athanogene 5) and EGR1 (Early Growth Response 1). These genes were selected to represent the methionine-deprived specific response because their strong and reproducible induction under methionine deprivation. Also, these methionine-deprived genes encode proteins with a wide of variety of functions, including transcriptional regulation (EGR1 [23]), epigenetic regulation (ING2 [24]), spermatogenesis (TEX14 [25]) and apoptosis (DAPK3 [26], BAG5 [27]. While the functional implications of the induction of these genes by methionine deprivation remain unknown, we used these genes to dissect the regulation of methionine-specific gene response. In MCF7 cells, the reduction of methionine concentration to 10 μM (from 200 μM) started to trigger methionine-specific genes (Fig 3B), which was lower than the 20 μM observed for PC3 cells. These results suggested that the level of intracellular methionine needed to drop below a certain threshold to trigger the methionine transcriptional response, and that this threshold varies in different cell types. In the PC3 cells, more cell death was seen as methionine concentration was decreased (Fig 3C). Taken together, the methionine transcriptional response was triggered at 10–20 μM of exogenous methionine, and the induced transcriptional responses in MCF7 and PC3 were highly similar.

**Fig 3:**
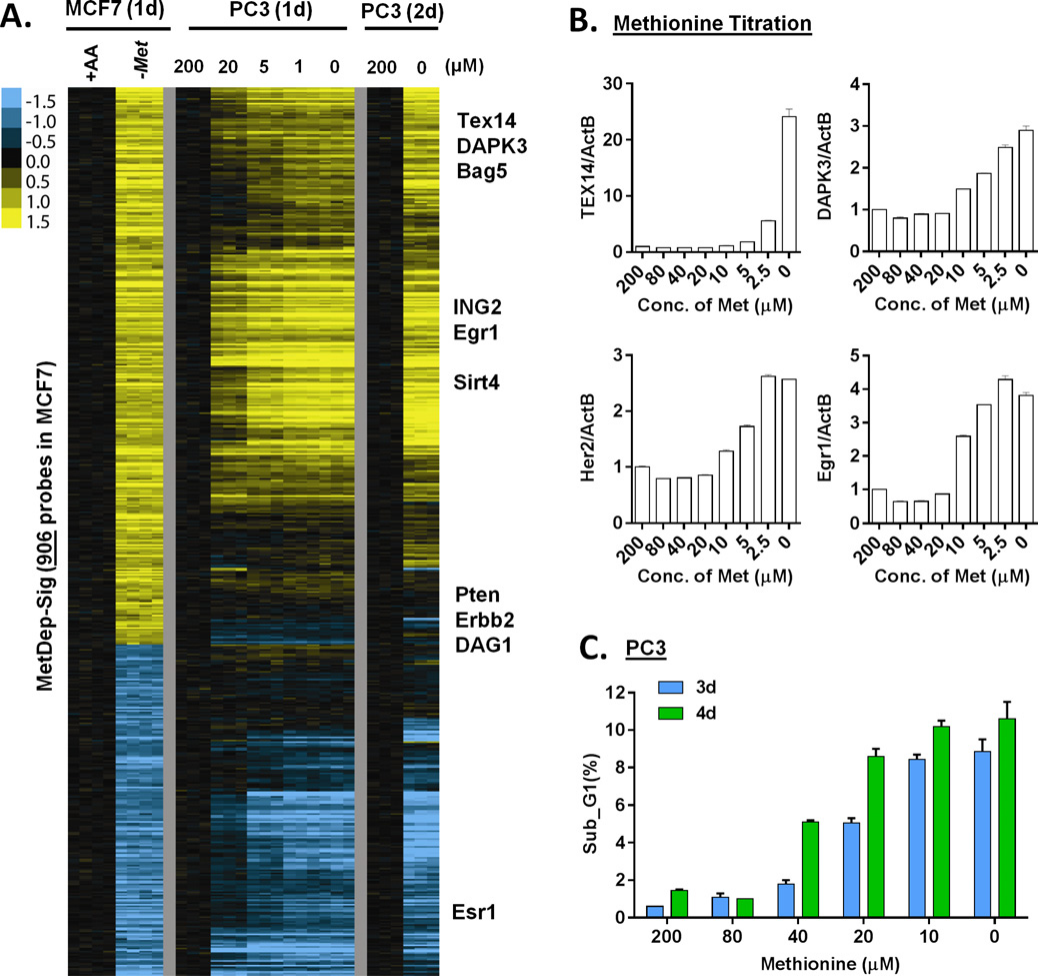
The transcriptional response of methionine deprivation between breast and prostate cancer cells. (**A**) Heatmap of the transcriptional changes of the genes in methionine-deprived specific gene response, defined in MCF7, in PC3 cells under different concentrations of methionine at indicated times. (**B**) Relative gene expression levels of TEX14, DAPK3, Her2 and Egr1 by qPCR in PC3 cells upon indicated different methionine concentrations for 24 hours (n = 3). (**C**) The percentage (%) of PC3 in the sub-G1 based on flow cytometry analysis of propidium iodide (PI) staining under indicated methionine concentrations for 3 or 4 days (n = 3).

We also evaluated these gene responses in non-proliferating cells when grown in media containing 0.5% FBS. Under these conditions, we found that methionine deprivation still triggered the AAR and the methionine-specific gene response, but to a lesser degree (S3C Fig). In addition, when we examined how methionine deprivation (in 10%FBS) affects levels of the protein products of TEX14 and DAPK3, two methionine deprivation induced mRNAs, we did not observe the corresponding increase in protein levels (S3D Fig). These data suggested that methionine deprivation might also induce a profound inhibition of protein synthesis by the phosphorylation of eIF2α (S1C Fig). However, the lack of the protein induction did not affect our mechanistic studies of the transcriptional induction of these methionine-responsive genes.

### Methionine deprivation reduces histone methylation

Next, we sought to investigate how methionine metabolism affects the methionine-specific transcriptional response. The methionine recycling pathways consists of two branches: the *S-adenosyl-methionine* (SAM) cycle and the salvage cycle (S4A Fig). In the SAM cycle, methionine is recycled from SAM via S-adenosyl-homocysteine (SAH) and Homocysteine (HCY). In the salvage cycle, methionine is salvaged from 5'-methylthioadenosine (MTA) produced by polyamine biosynthesis that uses *decarboxylated* SAM (dcSAM) as substrates. In addition to methionine, methionine deprivation may affect the levels of other metabolites in the methionine recycling pathways. To evaluate this possibility, we used LC-MS/MS analysis and found methionine deprivation led to >90% depletion of SAM and MTA as well as a more modest depletion of SAH (Fig 4A).

**Fig 4:**
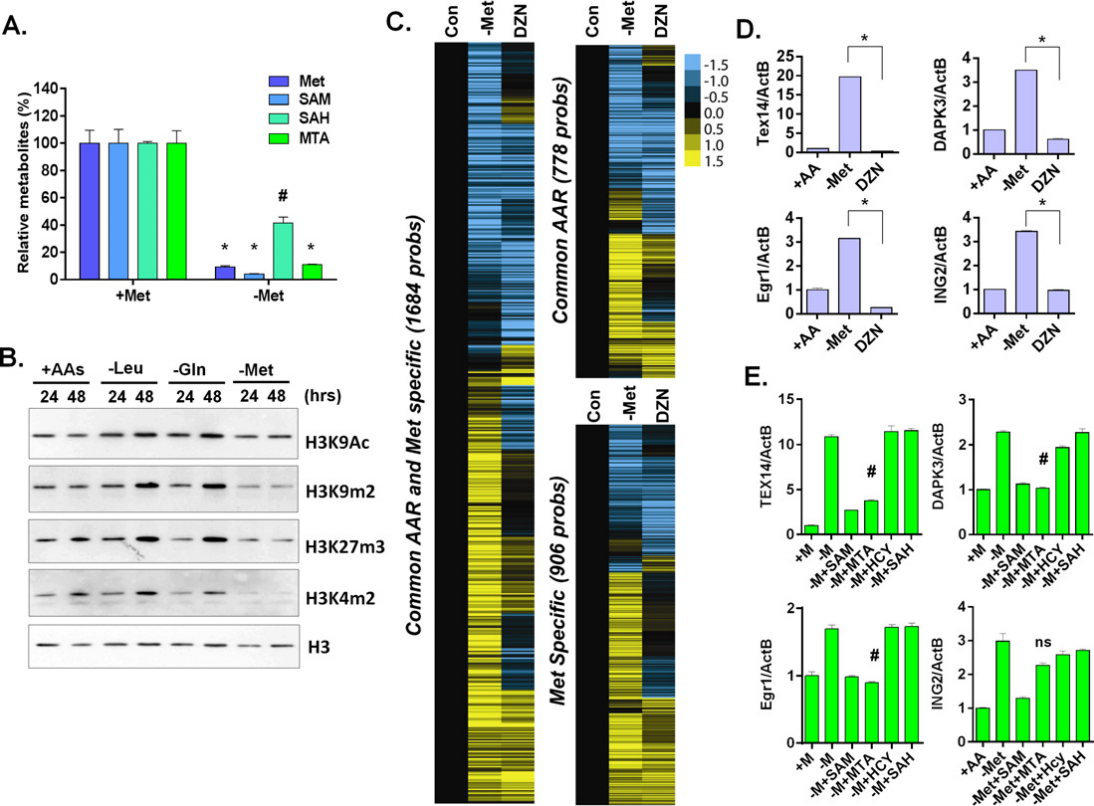
Methionine deprivation reduces the histone methylations. (**A**) Relative levels methionine, SAM, SAH and MTA in the MCF7 under control or methionine deprivation for 24 hours (n = 3; *, p < 0.001; #, p< 0.01). (**B**) Western blot analysis of indicated histone acetylation or methylations in MCF7 cells after 24 or 48 hours deprivation of Leu, Gln or Met. (**C**) Heatmap of the gene transcriptional changes in the methionine-specific and common amino acid response in MCF7 upon 5 μM DZNep (DZN) treatment. (**D**) Relative expression levels of TEX14, DAPK3, Egr1 and ING2 by qPCR in MCF7 cells after 24 hours of control (+AA), methionine deprivation (Met-) or 5 μM DZNep (DZN) (n = 3; *, p< 0.005). (**E**) Relative expression levels of TEX14, DAPK3, Egr1 and ING2 by qPCR in MCF7 cells after 24 hours methionine deprivation (-M) or supplemented with 200 μM of SAM, HCY, SAH or MTA respectively (n = 3; #, p< 0.05; ns, not significant).

S-adenosyl-methionine is a universal donor for the methylation reaction that modifies DNA, histones and other proteins. Therefore, it is possible that the methionine-specific gene expression may be due to changes in the epigenetic landscapes of the cells after methionine and SAM deprivation. Therefore, we used bisulfite pyrosequencing to determine whether a reduction of DNA methylation at the promoter regions of several methionine-deprived responsive genes might contribute to the induction of these genes. We tested seven genes, whose promoters are all located within CpG islands, and found no significant changes in DNA methylation at their promoter regions during methionine deprivation (S4B and S4C Fig). In addition, we examined the changes of global DNA methylation by LINE1 assay [28,29], and also found no significant changes on global DNA methylation during methionine deprivation (S4D Fig). Furthermore, to globally evaluate the potential contribution of DNA vs. histone methylation to the methionine-specific transcriptional response, we compared our methionine-deprived specific genes with the published datasets on the transcriptional response to the inhibitors of DNA methylation (5-AZA) and histone methylation (DZNep) in MCF7 cells (GSE17589)[30]. The methionine-deprived specific response overlapped more transcriptional response induced by the inhibitors of histone methylation (DZNep) than DNA methylation (S4E Fig). All these data suggested that alterations of DNA methylation did not play a major role for the methionine-deprived specific transcriptional response.

Consistent with the potential role of histone methylation, we noted that methionine deprivation reduced methylation modifications of several histone residues, including H3K4me2, H3K9me2, and H3K27me3 (Fig 4B). These results suggested a role for histone methylation in the transcriptional response to methionine deprivation. To determine this possibility in our own experimental system, we treated MCF7 cells with the EZH2 inhibitor 3-deazaneplanocin A (DZNep) that has been shown to be a global histone methylation inhibitor [31]. 

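DZNep was given to MCF7 cells at 5 µM for 24 hours, and its array belongs to an experiment of 5 single arrays, the others being control medium, -Met, -Arg and -Met-Arg. There are no replicates, so differences are between 2 arrays and no test across samples was made. The authors' RMA values had array medians from 7.48 to 7.70, above those of the replicated MCF7 panel, so the 5 arrays were normalized separately and compared with their own control array alone. In the DZNep array, ATF3 stood 1.48 above the control array on the log2 scale, while TXNIP was at -1.96 and SRM, the spermidine synthase, at -1.70. The median difference over all 22215 probe sets was 0.12 for -Met and 0.01 for DZNep. To say whether a set of probe sets stands apart, its median was placed among 10000 random sets of the same size and of like level, as a description of these arrays.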

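With DZNep, 1430 probe sets were at least 0.8 higher and 2129 at least 0.8 lower than in the single control array. The excess of lower ones was smaller with another quantile normalization (1561 higher, 1955 lower) and with arrays shifted to one median (1699 and 1847). The 568 induced methionine-specific probe sets had a median difference of 0.16 (quartiles -0.20 and 0.67), and 124 of them were at least 0.8 higher and 40 at least 0.8 lower. For the 338 repressed probe sets the median was -0.52, and 118 were at least 0.8 lower. Those raised in the common response had a median of 0.12, with 87 at least 0.8 higher and 62 at least 0.8 lower, and those lowered in it had -0.52, with 151 at least 0.8 lower. All 4 medians lay outside the range of the random sets, which for the raised ones ran from -0.13 to 0.11. At 2-fold, 255 probe sets were higher both with DZNep and in the -Met array, where independent lists would share 62.2, and 241 were lower in both, where they would share 45.4. These 2 differences use one control array, so part of the excess may come from it. Compared with the separate panel, the DZNep differences had an r of 0.293 with methionine deprivation and 0.174 with the common response, across all probe sets. BAG5 was 0.88 and 1.56 above control with DZNep by its 2 probe sets, and DDIT3 (CHOP) was at -0.13.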

Microarray analysis indicated that DZNep treatment induced a robust gene response (S4F Fig) that had significant overlap with both the common AAR response and the methionine-specific transcriptional responses (Fig 4C and S4F Fig). For example, YY1, DICER1, and SOD2 genes were induced by both methionine deprivation and DZNep treatment (S4F Fig). However, there was also a portion of the methionine-deprivation induced signature, including Tex14, DAPK3, Egr1 and ING2, that was not induced by DZNep (Fig 4C and 4D). 

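YY1, a zinc finger transcription factor, was 0.37 and 0.33 above the control array with DZNep by its 2 probe sets and 0.72 and 0.78 above it in the single -Met array; in the replicated panel it rose by 0.71 and 0.89 without methionine. SOD2, the mitochondrial superoxide dismutase, was 0.25 above control with DZNep and 0.21 in the -Met array, and rose by 1.40 in the panel. DICER1, which processes microRNAs, has 2 probe sets that differ. The brighter was at -0.34 with DZNep and -0.37 in the -Met array and fell by 0.25 in the panel (adjusted p = 0.0080), and the other was 4.51 above control with DZNep, at -0.26 in the -Met array, and rose by 0.84 in the panel. SOD2 was known from the paper's S3 Table before it was named here.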

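TEX14 was at -0.29 with DZNep and 3.31 in the -Met array. DAPK3 was at -0.27 and 0.16 with DZNep by its 2 probe sets, and at 1.71 and 0.80 in the -Met array. EGR1 was at -1.15 and -0.32 with DZNep, and at 1.85 and 1.36 in the -Met array. ING2 was 1.24 above the control array with DZNep, beside 1.56 in the -Met array. The paper's statement on ING2 also rests on replicated qPCR, which single arrays without replicates do not outweigh. No sample here measures histone methylation itself.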

We also evaluated the levels of methylated histone in the promoter region of these genes during methionine deprivation. The level of H3K9me2 was high among the promoter regions of TEX14, DAPK3 and EGR1 genes and significantly dropped during methionine deprivation (S4G Fig, p<0.001). The level of H3K27me3 also slightly dropped on the promoter regions of TEX14 and EGR1 genes during methionine deprivation (S4G Fig, p<0.01). Therefore, loss of histone methylation is associated and may partially contribute to the transcriptional response of methionine deprivation.

To determine which branch(es) of the methionine recycling pathways might be responsible for the methionine-specific responses, we supplemented different metabolites (SAM, SAH or MTA) back to the methionine-depleted cells. SAM is a direct metabolic product of methionine and a substrate of both branches of the methionine recycling pathways. As expected, supplementation with SAM abolished the induction of all tested methionine-specific genes (Fig 4E). The supplementation of MTA (in the salvage cycle) also abolished most of the methionine deprived specific gene responses. In contrast, the supplement of SAH in the SAM cycle had no impact on gene induction (Fig 4E). Therefore, the depletion of SAM and MTA, and thus likely the salvage cycle, may play a more important role than SAH on the methionine-specific transcriptional responses in MCF7 cells. However, the result was tentative since we did not measure the cellular SAH level to determine the efficacy of SAH supplementation.

### Arginine is required for the specific gene response of methionine deprivation

In MCF7, the MTAP locus is deleted and the methionine salvage pathway is disrupted [32]. Therefore, the supplemented 5'-Methylthioadenosine (MTA) cannot be readily salvaged back to replenish methionine during methionine deprivation. Therefore, MTA could not abolish the methionine-specific response by simply restoring methionine levels. MTA is a byproduct of the polyamine biosynthesis that combines the decarboxylated S-adenosyl-methionine (dcSAM) (from SAM) and putrescine (from ornithine) to synthesize spermidine and spermine (S4A Fig). High levels of MTA inhibit polyamine biosynthesis [33]. Therefore, we reasoned that the supplementation of MTA might abolish the methionine-specific response by inhibiting the polyamine pathway. To test this possibility, we interrupted polyamine synthesis by inhibiting critical enzymes or removing its substrate arginine. We targeted the two key enzymes in the polyamine synthesis: ornithine cyclodeaminase (ODC1 that catalyzes the synthesis of putrescine from ornithine) and spermidine synthase (SRM that catalyzes the synthesis of spermidine from putrescine) to determine methionine-deprived specific responses. Surprisingly, we found that the inhibition of polyamine synthesis by genetically silencing ODC1 (Fig 5A) or SRM (S5A Fig) further enhanced the induction of TEX14, DAPK3 and BAG5 during methionine deprivation. Similarly, the ODC1 inhibitors POB and DFMO also did not abolish the methionine-deprived specific gene responses (S5B Fig).

**Fig 5:**
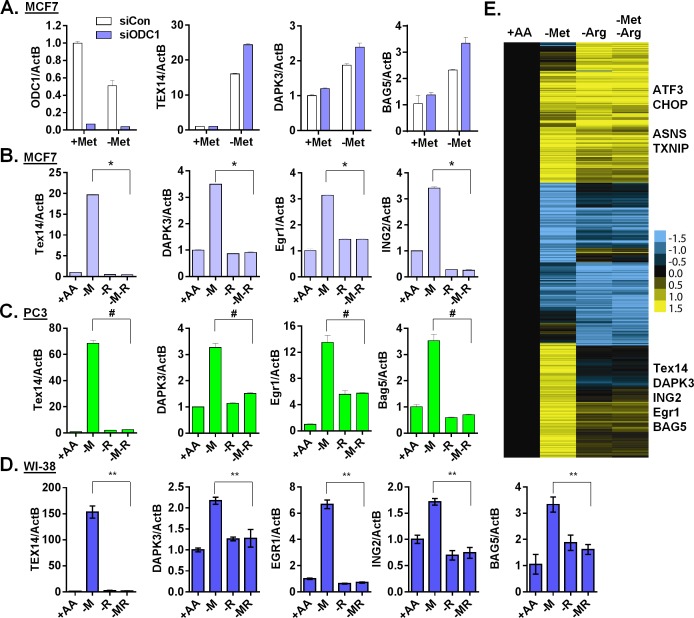
Arginine is required for the methionine-specific transcriptional response. (**A**) Relative expression levels of ODC1, TEX14, DAPK3 and BAG5 by qPCR in MCF7 transfected with siCon or siODC1 after methionine deprivation for 24 hours. (**B, C and D**) Relative expression levels of the indicated genes by qPCR in MCF7 (B), PC3 (C) or WI-38 primary fibroblasts (D) after depletion of either methionine (-M), or arginine (-R) or both methionine and arginine (-M-R) for 24 hours (n = 4; *, #, **, p < 0.01). (**E**) Heatmap of the global gene response in MCF7 cells after depletion of methionine (-M), arginine (-R) or both methionine and arginine (-M-R) for 24 hours.

Polyamine synthesis requires exogenous arginine to generate the immediate substrate, ornithine (S4A Fig). Therefore, we tested the relevance of exogenous arginine on methionine-specific gene response. Remarkably, simultaneous removal of both arginine and methionine almost completely abolished the methionine-specific gene response, including the induction of TEX14, DAPK3, EGR1 and ING2 in both MCF7 (Fig 5B) and PC3 cells (Fig 5C). Furthermore, this abolishment of the methionine-deprived specific gene responses was specific to arginine deprivation, since the simultaneous removal of glutamine or cystine (cysteine precursor) with methionine did not have similar effects (S5C Fig). Similar gene regulation patterns also occurred in the untransformed human primary fibroblast cells WI-38 and IMR90 (Fig 5D and S5D Fig). 

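In MCF7 cells deprived of all amino acids for 24 hours, the 568 induced methionine-specific probe sets had a median change of 0.12 and the 338 repressed ones a median of -0.17. By limma, 13 of the 568 were called higher and 6 of the 338 lower at a change of 0.8. At an adjusted p under 0.05 alone, 244 of the 568 were higher and 63 lower, and 177 of the 338 were lower and 63 higher. The 906 probe sets were chosen on samples of the same panel, in a rule that -AA did not enter. TEX14 had a change of 0.21 in these samples (adjusted p = 0.111 from limma), BAG5 rose by 0.46 and 0.37 by its 2 probe sets, and ING2 fell by 0.62.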

Interestingly, this dependence on exogenous arginine for the methionine-deprived response was consistent with our initial array analysis, in which all amino acids deprived samples also lacked the methionine-deprived response (S5E Fig). We then used microarrays to formally determine the effects of arginine deprivation on the global expression of MCF7 cells that were deprived of methionine, arginine or both methionine and arginine. 

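The 5 single arrays described for the DZNep experiment include -Met, -Arg and -Met-Arg, each compared with one control array and without replicates. In the -Met array 2191 probe sets were at least 0.8 higher and 1122 at least 0.8 lower, in the -Arg array 1124 and 1040, and in the -Met-Arg array 988 and 1084. The excess of higher ones in the -Met array depended on the scaling. With another quantile normalization 1614 were higher and 1566 lower there, and with arrays shifted to one median 1642 and 1524. Across all probe sets, the -Met differences had an r of 0.725 with methionine deprivation in the replicated panel, and the -Arg differences had 0.691 with arginine deprivation there. The -Met-Arg differences had 0.684 with arginine deprivation and 0.332 with methionine deprivation in the panel. Genes of the canonical response were up in all 3 arrays: ATF3 by 4.38, 5.27 and 5.16 in -Met, -Arg and -Met-Arg, ASNS by 1.92, 3.44 and 3.40, and TXNIP by 2.93, 3.40 and 3.38.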

We found that the induction of the 906 methionine-deprivation specific probesets was mostly abolished by the simultaneous removal of arginine (Fig 5E and S5F Fig). Together, our data indicated that exogenous arginine was required for the methionine-deprived specific gene response.

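The 568 induced probe sets had a median difference of 1.00 from control in the -Met array (quartiles 0.64 and 1.32), -0.14 in the -Arg array and -0.05 in the -Met-Arg array (quartiles -0.33 and 0.21). Of these, 365 were at least 0.8 higher in the -Met array and 15 in the -Met-Arg array. The 338 repressed probe sets had medians of -0.67, 0.08 and 0.02 in -Met, -Arg and -Met-Arg, with 134 at least 0.8 lower in the -Met array and 25 in the -Met-Arg array. Common response probe sets did not lose their differences: the raised ones had medians of 1.08, 1.15 and 1.10, and the lowered ones -1.01, -1.04 and -1.10. TEX14 was at -0.98 in the -Arg array and close to that in -Met-Arg, ING2 at -1.45 and -1.51, DAPK3 at -0.47 and -0.27, and BAG5 at -0.74 and -0.55; EGR1 was at 0.56 and 0.44. Relative to the median of all probe sets, the 568 and 338 stood at 0.87 and -0.79 in the -Met array. These single arrays are a part of the data from which the paper concludes that the response needs arginine from the medium.

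**Figure D6:**
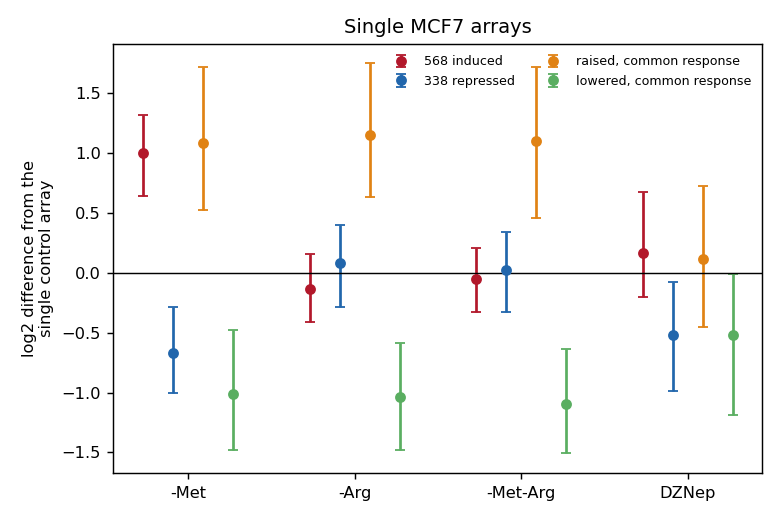
Log2 difference from the single control array of 4 sets of probe sets in the -Met, -Arg, -Met-Arg and DZNep arrays of MCF7 cells; points are medians over the probe sets and bars span the quartiles, with 1 array per condition. The 568 induced probe sets stand at 1.00 in -Met and at -0.05 in -Met-Arg, and the common response sets keep medians of 1.10 and -1.10 in -Met-Arg.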

### Creatine biosynthesis is crucial for the methionine-deprived specific gene response

Since the blockage of polyamine biosynthesis pathway was unable to abolish the methionine-deprived specific gene response, we investigated other metabolic pathways by which exogenous arginine may regulate the methionine-deprived gene response. In addition to polyamine synthesis, arginine also participates in the urea cycle, nitric oxide production and creatine biosynthesis (S4A Fig). We used inhibitors targeting metabolic enzymes in each of these arginine-dependent pathways. First, blocking the urea cycle by nor-NOHA (an arginase inhibitor) did not repress the inductions of methionine specific genes TEX14, DAPK3 and EGR1 (S6A Fig). Second, neither a NO scavenger (c-PTIO) nor inhibition of the nitric oxide synthesis (NOS) by L-NAME affected the methionine-specific gene responses (S6B Fig). These data mostly ruled out the role of the urea cycle and nitric oxide production as mechanisms by which arginine regulates the methionine-specific response. However, this conclusion was tentative since we did not validate the intended inhibition of arginase and NOS. Finally, we examined the role of the arginine-dependent creatine biosynthesis pathway. Creatine biosynthesis consists of two steps (S4A Fig): First, arginine and glycine are catalyzed by arginine:glycine aminotransferase (AGAT) to produce guanidinoacetate and ornithine. Second, guanidinoacetate *N*-methyltransferase (GAMT) transfers the methyl group from SAM to guanidinoacetate to yield creatine. Therefore, glycine is the other substrate required for the creatine biosynthesis. We considered whether the deprivation of glycine, similar to arginine, also affected creatine synthesis to abolish the methionine-specific response. However, glycine can readily be synthesized from serine by serine hydroxymethyltransferase (SHMT), consistent with the lack of cellular response to glycine deprivation (Fig 1). Therefore, we removed both serine and glycine to deplete intracellular glycine. As expected, the depletion of either serine or glycine alone had no impact on the induction of these genes during methionine deprivation (Fig 6A). However, depletion of serine and glycine completely abolished the induction of TEX14, DAPK3, EGR1 and ING2 upon methionine depletion in MCF7 cells (Fig 6A). In PC3 cells, co-depletion of serine and glycine with methionine was unable to abolish the methionine-deprived transcriptional response (S6C Fig), suggesting that there are alternative sources for the supply of glycine. In rodent and human, threonine can be synthesized to glycine [34,35]. Indeed, co-deprivation of threonine, serine and glycine completely abolished the induction of the methionine-deprived responsive genes (S6D Fig).

**Fig 6:**
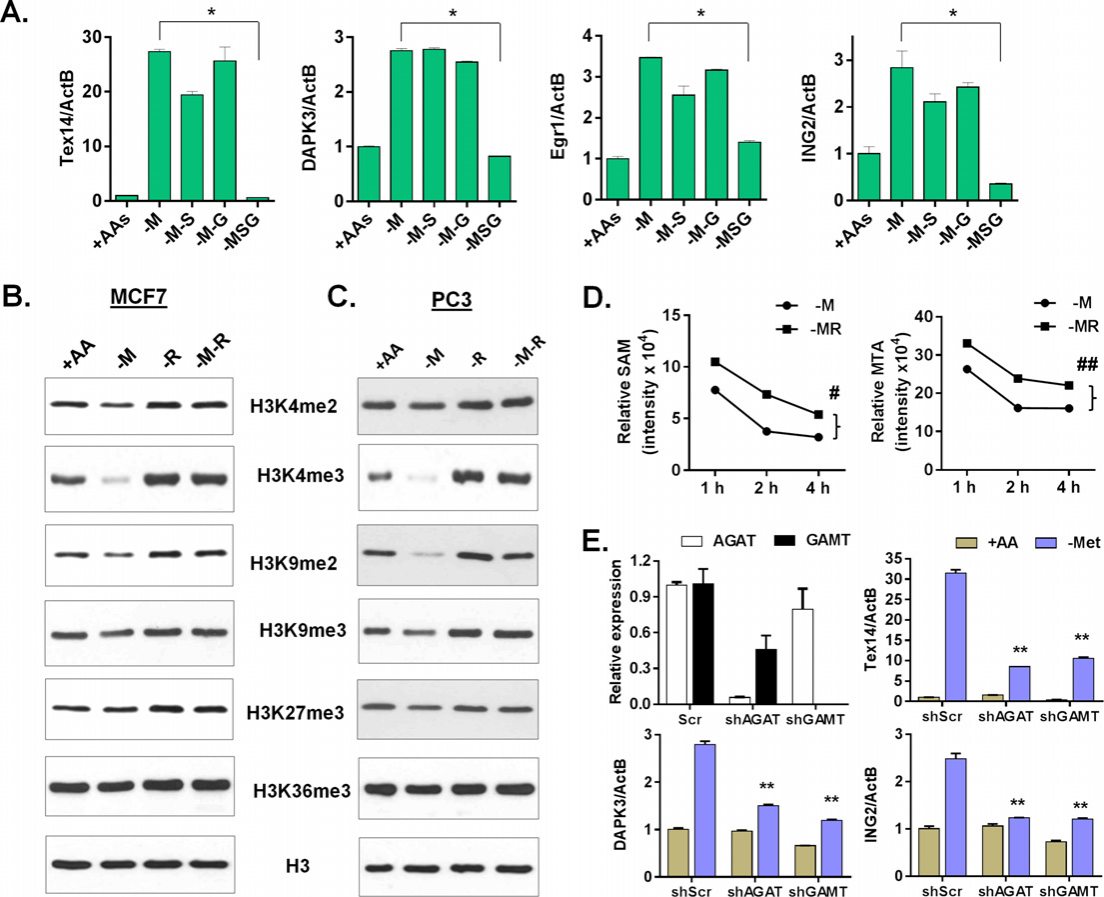
Arginine/glycine-dependent creatine biosynthesis is required for the reduction of histone methylation and the methionine-deprived specific gene response. (**A**) Relative expression levels of TEX14, DAPK3, Egr1 and ING2 by qPCR in MCF7 after depletion of either methionine (-M), or both methionine and serine (-M-S), or both methionine and glycine (-M-G), or methionine, serine and glycine (-MSG) for 24 hours (n = 3; *, p < 0.01). (**B, C**) Western blot analysis of histone H3 (control) and indicated histone methylations in MCF7 (B) or PC3 (C) after deprivation of methionine (-M), arginine (-R) or both methionine and arginine (-M-R) for 24 hours. (**D**) The levels of SAM and MTA in MCF7 cells after indicated time deprivation of methionine (-M), or both methionine and arginine (-MR) (n = 3; #, p < 0.01; ##, p< 0.01). (**E**) Relative expression levels of AGAT, GAMT, Tex14, DPAK3 and ING2 by qPCR in shRNA scramble (scr) and silenced AGAT (shAGAT) or GAMT (shGAMT) MCF7 cells after 24 hours of methionine deprivation (n = 3; **, p< 0.05).

The use of SAM as a substrate for creatine biosynthesis has been considered a major SAM-consuming reaction [36,37]. Therefore, interrupting creatine biosynthesis by removing either arginine or glycine possibly slows down the SAM depletion and the resulting histone demethylation. Indeed, we found that the levels of several histone methylations, such as H3K4me2, H3K4me3, H3K9me2, and H3K9me3 decreased during methionine deprivation, but were restored by the co-deprivation of methionine and arginine in both MCF7 and PC3 cells (Fig 6B and 6C). In contrast, the reduction of H3K27me3 and H3K36me3 under methionine deprivation was modest, and sometimes inconsistent, in both MCF7 and PC3 cells. The reduction of H3K4me3 during methionine deprivation was also fully restored by the simultaneous deprivation of both serine and glycine in MCF7 and of all three threonine and serine and glycine in PC3 cells (S6E Fig). We also evaluated the levels of related intracellular metabolites during deprivation of methionine, arginine, and both methionine and arginine. Consistently, methionine deprivation reduced the levels of intracellular methionine, SAM, SAH and MTA (S6G Fig). Co-depletion of arginine and methionine maintained significantly higher levels of SAM and MTA than with methionine deprivation alone (Fig 6D, S6F and S6G Fig; p < 0.01). In addition, arginine depletion significantly reduced intracellular ornithine (p < 0.001), but not creatine (S6G Fig). Genetic silencing of either AGAT or GAMT by shRNA to interrupt the creatine biosynthesis also significantly repressed the induction of methionine deprived specific genes (Fig 6E and S6H Fig). Therefore, our data suggested that arginine- and glycine-dependent creatine biosynthesis consumes intracellular SAM to reduce histone methylation and cause a methionine-deprived specific gene response.

### Creatine biosynthesis contributes to epigenetic changes and ornithine-mediated signaling in the methionine-deprived specific gene response

Since intact creatine biosynthesis was required for reduction of histone methylations during methionine deprivation, we examined whether the inhibitors of histone methylation was able to restore the methionine-deprived specific gene response in the context of blocked creatine biosynthesis. Indeed, the general histone methylation inhibitor DZNep (DZN) fully restored the induction of TEX14, ING2 and BAG5 genes when creatine biosynthesis was prevented by co-depleting serine, threonine and glycine (the glycine branch of creatine synthesis) (Fig 7A). However, DZN only partially restored the induction of the methionine-deprived specific genes when the arginine branch of creatine biosynthesis was blocked (Fig 7A). Besides being used for creatine biosynthesis, arginine can be synthesized to ornithine, as arginine deprivation reduced the level of intracellular ornithine (S6G Fig). We hypothesized that ornithine-mediated signaling was also required for the full induction of methionine-deprive specific gene response. Indeed, addition of ornithine with DZNep rescued most of the methionine-deprived specific gene response when the creatine biosynthesis was abrogated by arginine depletion (Fig 7B). We also examined UNC0638 (UNC), a specific inhibitor of methyltransferases G9a and GLP, which are responsible for H3K9 di-methylation. We found that UNC had no significant rescuing effects on the induction of methionine-deprived specific genes (Fig 7B), suggesting that demethylation of H3K9me2 alone may be not sufficient for the observed methionine-deprived transcriptional changes. The addition of ornithine enhanced the induction of some genes in the context of methionine deprivation alone, but ornithine alone was unable to rescue the induction of the methionine-deprived specific genes when the creatine biosynthesis was blocked by arginine depletion (S7A Fig). Creatine had similar enhancement effects as ornithine on the methionine-deprived gene response (S7B Fig). Taken together, our data suggested a model in which an intact arginine- and glycine-dependent creatine biosynthesis contributes to SAM depletion and resulting epigenetic changes. The combination of these epigenetic alterations and ornithine-mediated signaling are required to fully induce a specific methionine-deprived transcriptional response (Fig 7C). Based on these data, we propose a model that the intact arginine- and glycine-dependent creatine biosynthesis contributes to two events in the methionine-deprived specific gene response: depletion of SAM for epigenetic changes and maintaining ornithine-mediated signaling (Fig 7C).

**Fig 7:**
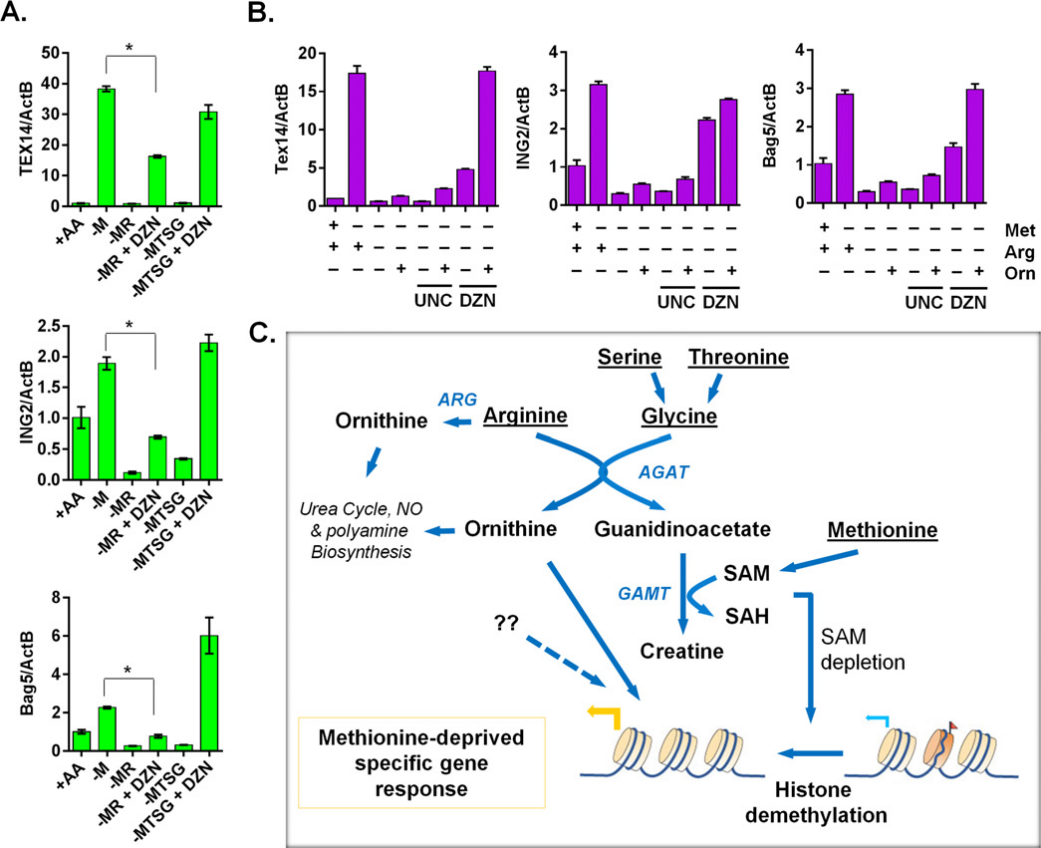
The ornithine-mediated signaling is required for the complete induction of the methionine-deprived specific gene response. (**A**) Relative expression levels of TEX14, ING2 and Bag5 by qPCR (n = 3; *, p < 0.01) in PC3 cells after 24 hours depletion of either methionine (-M), methionine and arginine (-MR), or methionine, threonine, serine and glycine (-MTSG) with or without DZNep (DZN, 5 μM). (**B**) Relative expression levels of Tex14 and ING2 by qPCR in MCF7 cells after 24 hours depletion of methionine (-M), methionine and arginine (-MR) under different combination with ornithine (Orn, 400 μM), UNC0638 (UNC, 10 μM), DZNep (DZN, 5 μM). (**C**) The model of the crosstalk between arginine/glycine-dependent creatine biosynthesis and methionine-deprived specific transcriptional response.

## Discussion

In this study, we have comprehensively profiled the transcriptional responses to the deprivation of 15 individual amino acids. While the deprivation of most amino acids triggered the canonical amino acid response (AAR), we further identified unexpected features and heterogeneities of the amino acid deprivation responses. Based on our observations, we propose a model of a shared amino acid response (AAR), as well as a distinct methionine-specific response. The shared AAR was mediated by at least three different pathways, including the well-defined canonical AAR, p53 and TXNIP pathways. The unique and extensive transcriptional response to methionine deprivation was dependent on both epigenetic changes and the ornithine-mediated signaling events. We showed that methionine deprivation depleted cellular SAM and histone methylation. Importantly, we determined that arginine- and glycine-dependent creatine biosynthesis was required for the methionine-deprived specific response due to its role in SAM consumption. Collectively, our data revealed previously unappreciated heterogeneity among individual AARs and a distinct methionine-deprivation gene response that resulted from the crosstalk between arginine, glycine and methionine metabolism through creatine biosynthesis and ornithine-mediated signaling.

In addition to the induction of a canonical AAR, we found that the deprivation of most amino acids also leads to a consistent activation of p53 and induction of TXNIP. Therefore, the activation of p53 and TXNIP should be considered additional branches of the common AAR, at least in cells with intact p53. Activation of these programs by amino acid deprivation was reported by isolated previous studies. For example, serine deprivation can activate p53 and induce metabolic reprogramming [38]. Here, our results showed that p53 activation seems to be a general feature in the response to the deprivation of most amino acids and therefore suggests that the p53 status of tumor cells may affect their response to amino acid deprivation. One potential mechanism by which an AAR could activate p53 is through the ribosomal stress response [39]. Due to an excess of uncharged tRNAs, an imbalance of the ribosomal biogenesis results and the released ribosomal proteins bind and inhibit MDM2 to activate p53 and halt cell cycle progression [39]. Therefore, p53 activation, together with mTOR inhibition, may both contribute to the arrest of cellular proliferation as energy conservation mechanisms during amino acid deprivation.

Under glutamine deprivation, the induction of MondoA-TXNIP activates glucose uptake to compensate for the limited availability of another carbon source [17]. The MondoA-Mlx transcription complex plays a pivotal role in glucose homoeostasis by activating TXNIP and limiting glycolysis in response to glucose 6-phosphate, adenine nucleotides and acidosis [18,40]. An ATF5-TXNIP axis was also suggested to switch from an adaptive UPR from ER stress to a terminal UPR and cell death [41]. It remains to be determined whether MondoA or ATF5 play a major role in the TXNIP induction associated with amino acid deprivation. Given the well-recognized role of TXNIP to repress glucose uptake and glycolysis [42], we expect that amino acid deprivation may also affect glucose metabolism in cancer.

Among different amino acids, our most striking result was that methionine deprivation induced a unique transcriptional response. Since SAM, a product of methionine catabolism, is a major donor of methyl groups for various epigenetic modifications in cells, we hypothesize that its depletion would result in epigenetic changes, and that these changes would play a role in the methionine-specific transcriptional responses. Through investigation of this hypothesis we discovered that histone methylation, rather than DNA methylation, played a significant role in the methionine-specific response. We noted a marked reduction in the levels of histone methylation, but very little difference in the levels of DNA methylation on relevant gene promoters and global DNA methylation. In addition, global inhibition of histone methylation, but not DNA methylation, induced a transcriptional response that had significant overlap with the methionine-deprived gene response. While this may reflect the different turnover mechanisms and dynamics of DNA and histone methylation, it also suggested an important role for histone methylation in the cellular response to methionine deprivation. Since the epigenetic landscape of a cell, defined in part by the DNA and histone methylation, contributes greatly to tissue-specific expression patterns, however, we observed that the methionine-deprived gene response did not exhibit much tissue-specific features. Our results of reduced histone methylation are consistent with a recent study that shows methionine deprivation of human ES cells reduced tri-methylation of histone H3 lysine-4 (H3K4me3), an active mark that is crucial for maintaining the stem cell fate [43]. In the mouse ES cells that depend on the threonine for SAM levels, threonine deprivation also reduced the level of H3K4m3 [35]. Very intriguing, H3K4me2,3, as informative as activating methylation marks generally associated with active gene transcription[44], are largely reduced during methionine deprivation. We speculate that induction of the methionine-deprived specific transcription response may be due to rearrangements of reduced both active and repressive histone marks, not solely relying on either one. Additionally, we observed a highly similar methionine-deprivation transcriptional response in MCF7 (breast) and PC3 (prostate) cells, regardless of their different tissues of origin and dramatically different basal levels of gene expression. These data suggested that shared signaling events, in addition to epigenetic alterations, play an important role in the methionine-specific responses. We determined that at least one “second” signal is mediated by ornithine.

Methionine and its metabolic derivatives participate in several diverse metabolic pathways, including the biosynthesis of polyamines, glutathione, purines, and creatine. We identified that creatine biosynthesis was particularly crucial for the methionine-deprived specific gene response. Since both arginine and glycine are substrates for the creatine biosynthesis, the deprivation of either amino acid blocks creatine biosynthesis and abolishes the methionine-deprivation transcriptional response. We determined that the large consumption of SAM during creatine biosynthesis contributed significantly to the SAM depletion during methionine deprivation. Indeed, the co-deprivation of arginine and glycine, to block creatine biosynthesis and delay SAM depletion, allowed for the maintenance of histone methylation under methionine deprivation. In addition, we found that ornithine-mediated signaling was also required for the complete induction of the methionine-deprived transcriptional response. This signaling may account for the similar methionine-deprived transcription response that occurred in cells with different origins. We propose a model in which the intact arginine- and glycine-dependent creatine biosynthesis contributes to two events for the methionine-deprivation specific gene response: depletion of SAM for epigenetic changes and maintaining ornithine-mediated signaling (Fig 7C). There may be other factors that contribute to the methionine-deprived specific transcriptional responses, such as ATF4 or other transcriptional factors. This model reveals the importance of the crosstalk between arginine, glycine and methionine metabolism for methionine-deprivation mediated biological consequences. These data are also highly relevant for developing chemical strategies to target both pathways to fully replicate the benefits of methionine deprivation.

Our studies do have limitations. First, we focused on early time points within the first 1–2 days of methionine deprivation. At this time point, the main epigenetic changes occur at the histone methylation levels (Figs 6B and S4D). It is possible that long-term methionine deprivation may lead to additional changes, such as DNA methylation. Second, it will be important to consider the range of methionine levels in plasma and tissues to determine the relevant range of responses under varying methionine levels during physiological and pathological adaptations. Importantly, we did observe significant gene expression changes triggered around the physiological levels of methionine in plasma (~20 μM) [22]. Third, while we used several specific methionine-deprived genes to represent methionine-deprived specific responses to study their regulatory mechanisms, the results may be confined to these genes unless we have followed up with global array studies, such as the co-depletion of methionine and arginine (Fig 5E).

Several studies of methionine restriction in human and rodents have found that methionine deprivation can lower the plasma methionine levels and slow tumor growth in rodent models [45–47]. Therefore, methionine restriction may be an important strategy to treat the cancers that exhibit a dependence on methionine for survival and proliferation. We found that methionine deprivation activates the transcription of HoxA5 target genes. Compromised HOXA5 function can limit p53 expression in human breast tumors and overexpression of HOXA5 can induce tumor cell death and decrease invasive abilities of lung tumor cells [48]. Additionally, the methionine-deprivation signature was enriched for genes activated in response to Aplidin, a marine organism-derived compound with potent anti-myeloma effects that is currently in clinic trials [20]. The enrichment of HOXA5- and Aplidin-induced genes in the methionine-deprived samples may be consistent with the anti-tumor potential of methionine deprivation. Methionine dependence in cancer may also be due to one or a combination of deletions, polymorphisms or alterations of genes involved in the *de novo* and *salvage* pathways. Cancer cells with these defects in methionine metabolism are unable to regenerate methionine, and thus are addicted to exogenous methionine for survival or proliferation.

Mostly interestingly, methionine restriction can increase longevity across species, including yeast, flies and rodents [49–51]. In addition to general mTOR inhibition by amino acid restriction, methionine restriction likely has unique features to extend lifespan, which are under active investigations [52,53]. Our data reveal that methionine restriction causes a unique methionine-deprived transcriptional response in the context of intact arginine/glycine dependent creatine biosynthesis. Supplements of arginine, or its derivatives ornithine and creatine, all of which are metabolites in the creatine biosynthesis pathway, have beneficial anti-aging effects, such as reduced risk of vascular and heart disease, reduced rate of erectile dysfunction, improvement in immune response and inhibition of gastric hyperacidity [54–56]. Our data indicates that methionine deprivation induced its unique gene response through a reduction of both histone methylation and ornithine-mediated signaling. It remains to be seen if the anti-aging effect of methionine restriction in vivo is associated with histone demethylation and/or ornithine-mediated signaling. It would be interesting to test in organisms whether additional arginine restriction abolishes the beneficial effects of methionine restriction on lifespan extension and examine whether the defined methionine-deprived gene signature is enriched in methionine-restricted animal tissues or in long-lived human individuals.

Based on our current understanding of the consequences of methionine restriction, manipulating the level of methionine in our bodies may have beneficial roles for cancer control and anti-aging. Since the main source of methionine for humans is from food, one strategy to lower in vivo methionine levels would be to restrict or remove methionine from the diet. Vegan diets, which have lower levels of methionine, may therefore be a useful nutritional strategy to combat cancer growth and extend lifespans. Alternatively, plasma methionine levels could be reduced in vivo by methioninase, which degrades methionine [57], similar to using asparaginase to deplete plasma asparagine levels in the treatment of ALL. Our studies present the mechanisms underlying a unique methionine-deprived transcriptional response, which may provide useful insights to understand the nature of methionine restriction for cancer control and lifespan extension.

## Materials and Methods

### Cell culture and individual amino acid deprivation

MCF7 breast cancer cells and PC3 prostate cancer cells were cultured in Dulbecco's modified Eagle's medium (DMEM; GIBCO-11995) supplemented with 10% fetal bovine serum and 1 × antibiotics (penicillin, 10,000 UI/ml and streptomycin, 10,000 UI/ml). To prepare amino acid deficient media, Earle’s balanced salt solution was added with 4.5 g/L glucose (Sigma-Aldrich), MEM vitamin solution (Invitrogen), 0.37mM sodium bicarbonate (Sigma-Aldrich), 24.8 μM ferric nitrates (Sigma-Aldrich), with deficiency of one (or all) amino acid, and supplemented with 10% dialyzed FBS (10,000 MW cutoff, Sigma (F0392)) and 1X antibiotics. The cells were maintained in a humidified incubator at 37°C and 5% CO_2_. Additional materials and methods were listed in S1 Text.

### Cell proliferation and death assays

Relative cell number was monitored by crystal violet staining. Triplicate samples of 10^4^ MCF7 cells were seeded in 96 well plates. After 24 hours, the medium was removed and cells were washed twice with 1X PBS. The cells were then treated with individual amino acid deprivation media or the control full media. After the appropriate time period, the cells were fixed and stained with 1% crystal violet solution. With extensive washing, crystal violet was resolubilized in 10% acetic acid and quantified at 595 nm as a relative measure of cell number. Alternatively for propidium iodide staining method, the cells treated with the indicated amino acid deprivation were trypsinized and collected, fixed in ice cold 70% ethanol overnight. Cells were washed twice with 1XPBS buffer and resuspended in PBS buffer containing 50 μg/mL propidium iodide (PI) and 10 μg/ml RNase A. Flow cytometry was carried out using BD FACSCanto II flow cytometer. At least 10,000 cells were analyzed per sample.

### RNA isolation and microarray analysis

RNA from MCF7 cells exposed to the control, one (or all) amino acid deprivation conditions (four replicates in each condition) for 24 hours or RNA from PC3 cells exposed to different concentration of methionine (three replicates in each condition) for 24 hours or 48 hours were extracted by RNAeasy kits (Qiagen) and hybridized to Affymetrix human genome 133A 2.0 arrays with standard protocol. Similar methods were applied on PC3 RNA analysis. The data was deposited in NCBI GEO site (GSE62673).

### Data analyses

Affymetrix Probe intensities were normalized as log_2_ value by RMA and the expression data were subjected to unsupervised hierarchical average linkage clustering using Cluster 3.0 and displayed using TreeView. For supervised clustering analysis, the changes of gene expression upon one (or all) amino acid deprivation were derived by zero-transformation (Δlog_2_) against the control condition. The probesets that varied from the baseline by 2^0.8^ fold in at least 4 chips were selected for hierarchical clustering. To observe common amino acid deprivation gene response, 778 probes were selected by 2^0.8^ fold varied from the control samples in at least 4 different individual amino acid deprivations. To identify the methionine deprived specific gene response, 906 probes were selected in methionine deprivation samples by 2^0.8^ fold varied from the control samples, while no more than 2^0.5^ fold changes in other individual amino acid deprivation.

The common AAR gene signature “R-value” projection analysis was performed according to a previous report [58]. For example, the common AAR gene signature (using ‘‘1” and ‘‘-1”, for up and down, respectively) was listed in S1 Table. To score each tumor within a dataset for similarity to common AAR gene signature, we derived an R-value for each tumor in correlation to common AAR gene signature. The R-value was computed as the Pearson’s correlation between the pattern of common gene signature and the tumor’s expression dataset that were firstly normalized by the mean. In this way, tumors with high R-values would tend to have high similarity with common AAR gene signature. Data were analyzed using *Gene Set Enrichment Analysis (GSEA)* as described using indicated selection criteria.

### Real-time RT-PCR and DNA methylation and chromatin immunoprecipitation (Chip) qPCR assay analysis

RNA was reverse-transcribed to cDNA with the SuperScript II reverse transcription kit using random hexamers. The gene expression level was measured by quantitative PCR (qPCR) with Power SYBR Green PCR Mix (Applied Biosystems) following the manufacturer's protocol.

Genomic DNA was extracted from MCF7 cells using the QiaAmp DNA mini-prep kit according to the protocol provided by the manufacturer (Qiagen). The genomic DNAs (800 ng) were modified by treatment with sodium bisulfite using the Zymo EZ DNA Methylation kit (Zymo Research, Irvine, CA). Bisulfite treatment of denatured DNA converts all unmethylated cytosines to uracils, leaving methylated cytosines unchanged, allowing for quantitative measurement of cytosine methylation status. Pyrosequencing was performed using a Pyromark Q96 MD pyrosequencer (Qiagen). The bisulfite pyrosequencing assays were used to quantitatively measure the level of methylation at CpG sites contained. Assays were designed to query CpG islands using the Pyromark Assay Design Software (Qiagen). PCR was performed using the following conditions: 95ns: 95following conditions: 95ions: 95 metet level of metl of metl of meteasure the level of mete level of metel of metevel of mett of cytosPyrosequencing was performed using the sequencing primer. PCR conditions were optimized to produce a single, robust amplification product. Defined mixtures of fully methylated and unmethylated control DNAs were used to show a linear increase in detection of methylation values as the level of input DNA methylation increased (Pearson r > 0.98 for all regions). Once optimal conditions were defined, each assay was analyzed using the same amount of input DNA from each specimen (40 ng, assuming complete recovery after bisulfite modification). Percent methylation for each CpG cytosine was determined using Pyro Q-CpG Software (Qiagen).

Chromatin immunoprecipitations were performed using digested chromatin from MCF7 cells according to the protocol of SimpleChIP Enzymatic Chromatin IP Kit (Cell signaling, #9002). Purified DNA was analyzed by qPCR methods. All primers used in this study were listed in S5 Table.

### Metabolomics reagents and methods

This section contains detailed materials and methods for metabolomics data shown in Fig 4A (high resolution LC-MS), Figs 6D, S6F and S6G (Quantitative LC-MS/MS).

#### Reagents

The following stable-isotope internal standards were used for this study: amino acid standard mix NSK-A containing methionine, arginine, ornithine, isoleucine, and phenylalanine (Cambridge Isotope Laboratories), d3-creatine (Sigma Aldrich), and d3-5’-methylthioadenosine (13C Molecular, Fayetteville, NC).

#### Sample preparation for metabolomics

To each cell pellet, 100 μl of 50 mM Ammonium Bicarbonate pH 8 (AmBic) was added. Cells were ruptured by probe sonication with three five-second continuous bursts, with cooling on ice between cycles. A protein assay (mini-bradford, Bio-Rad, Inc) was used to approximate total biomass, diluting 10 μL of the crude lysate by 10x in AmBic. For the high resolution (Fig 4A) time course quantification LC-MS/MS (Figs 6D and S6F) studies, crude lysates were then concentration-normalized in a 96-well plate to contain approximately 600 μg protein using the Bradford assay data, and then diluted 5x with MeOH containing 2.5 μM of NSK-A as internal standards. For the 3-hour quantitative study (S6G Fig), crude lysates were normalized to approximately 1mg protein in 100 uL in a well-plate, to which 900 ul of MeOH containing 1.67 uM NSK-A, 1.67 uM d3-creatine, and 0.538 nM d3-MTA was added. The MeOH:AmBic extracts were incubated on a Thermomixer R (Eppendorf) for 30 minutes at 32°C with gentle mixing. The metabolite extract was then centrifuged at 3000 rpm to pellet protein and other solids, and the MeOH-soluble extract was transferred to clean wells and dried under N2. Samples were resuspended in 100 μl containing 89/10/1 v/v/v water/MeCN/TFA, mixed and centrifuged briefly, samples were analyzed directly from the well plate.

#### Metabolite profiling by liquid-chromatography mass spectrometry

Relative quantitation of arginine (Arg), methionine (Met), 5’-methyl thioadenosine (MTA), s-adenosyl methionine (SAM), s-adenosyl homocysteine (SAH), between normal (+Met) and methionine-depleted (-Met) conditions was first performed using a chromatographic method specifically developed for these compounds, in the context of an unbiased high-resolution LC-MS/MS analysis under the two conditions. Two microliters of sample was injected onto a 150 μm x 10 cm iKey (Waters Corporation) with 1.7 μm BEH C18 particles. Mobile phase A was 0.01/0.1/99.89 v/v/v HFBA/formic acid/water, and mobile phase B was 0.1% formic acid in acetonitrile. The analytical gradient was performed at a flow rate of 2 μl/min and 45°C column temperature, as follows: 2 minute hold at 1% B, 1% B to 5% B in two minutes, 5% B to 90% B in six minutes, hold at 90%B for two minutes, then re-equilibrated at 1% B for two minutes (total analysis time 14 minutes). Electrospray Ionization with an IonKey source was used to introduce the sample into a Synapt G2 HDMS mass spectrometer (Waters), with 2.85 kV ionization, 100C source temperature, 25 V cone potential, 15L/hr cone gas flow and 0.8 bar nanoflow gas pressure. MS measurement was obtained in MSE mode at resolution ~25,000 and scan rate of 5 Hz; low energy scans used 6V collision energy (CE) and high energy scans ramped from 10 to 40 V CE. Metabolite quantitation between samples was accomplished using accurate-mass extracted ion chromatograms of the (M+H)^+^ ion of each metabolite in the Skyline Targeted Quantitation package (daily v 2.6.1, http://skyline.gs.washington.edu/), and relative abundance between conditions was made using area-under-the-curve (AUC) measurements. Retention time and accurate mass used to quantify the native metabolites was verified using spike-in measurements of purchased metabolite standards.

A more quantitatively robust method, UPLC-MS/MS method, was slightly modified from the method above using an Acquity UPLC and Xevo TQ-S triple quadrupole mass spectrometer (Waters corporation), in order to make measurements over a time course of 1 to 4 hours incorporating stable-isotope standards for the amino acids Met and Arg (Figs 6D and S6F). The method was as described above, but used a 2.1 mm x 100 mm BEH column, at a flow rate of 0.4 μl/min and a column temperature of 30°C. The gradient consisted of an initial hold for 1 min at 1% B, followed by a ramp from 1% B to 95% B over 9 minutes, a three minute hold at 95% B, and a four minute re-equilibration at 1% B. The TQ-S source parameters were 3.2 kV ESI, 25 V cone, 150°C source temp, 620°C desolvation temp, cone gas flow of 150 L/hr, and desolvation gas flow of 1000 L/hr, with 15V collision energy.

Finally, for the three hour time point study we utilized the targeted quantitative method described above but we added quantification of ornithine and creatine to the method, as well as stable-isotope internal standards for Ornithine, creatinine, and 5’-methylthioadenosine in order to allow for robust quantification (S6G Fig). Phenylalanine and Spm were quantified in a separate 5x dilution analysis because the samples were too concentrated for these analytes.

### Statistical analyses

Experimental results were analyzed with a Student's t test and graphed using Prism (GraphPad Software, Inc.). Data are expressed as mean ± SD with a p value <0.05 was considered statistically significant.

## Supporting Information

S1 Fig Cellular and transcriptional response to the deprivation of individual amino acids. (**A**) Cell numbers of MCF7 cells under indicated amino acid deprivation for one or two days (n = 3). (**B**) Sub-G1 population of *propidium iodide* (PI) stained MCF7 cells by flow cytometry analysis upon Leu, Gln or Met deprivation at indicated times (n = 3). (**C**) Western blot analysis of phosphorylated eIF2a (S51), S6K1 (T398) and β-tubulin in MCF7 cells after 24 hours of the deprivation of all or indicated individual amino acid. (**D, E, F,**) Heatmap of unsupervised hierarchical clustering of gene expression profiles in MCF7 cells after 24 hours of the deprivation of all or indicated individual amino acid. (**G**) Heatmap of cross-correlations of gene response profiles in the control, all amino acids or individual amino acid deprivation. (**H**) Relative mRNA levels of TXNIP and ARRDC4 by qPCR in MCF7 cells upon the deprivation of all or indicated individual amino acid. (**I**) Relative mRNA levels of p21 (Waf1) and Mdm2 in MCF7 Vector (Vec) and p53 shRNA silenced (shp53) cells upon the deprivation of all or indicated individual amino acid. (**J**) The “R value” projection analysis of common AAR gene signature (AAR-Sig) on Miller tumor dataset (GSE3494). The projection *coefficients* were ranked from high to low. Genetic status of p53, ER and PR and Elston grade of tumors were indicated accordingly.
(PDF)

S2 Fig The methionine-deprived specific transcriptional response. (**A**). The criteria used for identifying the specific genes that are altered by the deprivation of individual amino acid. The table indicated the number of specific probesets that are induced or repressed by the indicated individual amino acid. (**B**) Relative mRNA levels of estrogen receptor (ESR1) in MCF7 cells upon different concentrations (in μM) of methionine treatment for 24 hours. (**C**). Relative levels of the methionine-deprived specific gene signatures (MetDep-Sig) in the CCLE cell lines that grouped by the same primary origin site of cell lines.
(PDF)

S3 Fig The transcriptional response of methionine deprivation is highly similar between MCF7 and PC3 cells. (**A**). Heatmap of the transcriptional change in PC3 (left) and MCF7 (right) cells upon indicated different concentration of methionine treatments for 1 or 2 days. (**B**). Heatmap of unsupervised hierarchical clustering of the baseline gene expression profiles of MCF7 and PC3 cells in control media. (**C**). Relative mRNA levels of genes in MCF7 cells upon methionine deprivation for 24 hours in 0.5% FBS starved condition. (**D**). Western blots analysis of protein level in MCF7 and PC3 cells upon different concentrations (in μM) of methionine for 24 hours in 10% FBS culture medium.
(PDF)

S4 Fig Methionine deprivation reduces the histone methylation. (**A**) A schematic map of the key metabolites and pathways between the methionine, arginine glycine, serine and threonine metabolisms. (**B**) Relative level of DNA methylation in the promoter regions of indicated genes by pyro-sequencing in MCF7 cells after 24 or 48 hours indicated amino acid deprivation. (**C**) Relative level of DNA methylation in the promoter regions of indicated genes by pyro-sequencing in MCF7 cells after 24 hours methionine deprivation. (**D**) Relative level of global DNA methylation by LINE1 assay in MCF7 cells after 24 hours methionine deprivation. (**E**) Heatmap of the methionine-deprived specific transcriptional responsive gene overlapping with the published datasets (GSE17589) of the transcriptional response to the inhibitors of DNA methylation (5-AZA) and histone methylation (DZNep) for 3 days. (**F**). Heatmap of the gene transcriptional response to methionine deprivation (Met-) and 5 μM DZNep treatment (DZN) in MCF7 cells for 24 hours. The probesets were selected with at least 2 fold changes by the treatments relative to the control and arranged by hierarchical clustering. (**G**). Relative levels of methylated histone in the promoter region of indicated genes measured by CHIP-qPCR in MCF7 cells after 48 hours methionine deprivation (HM, 200 μM Methionine; LM, 10 μM methionine; n = 3; #, p < 0.001; *, p < 0.01).
(PDF)

S5 Fig Arginine is required the specific gene response of methionine deprivation. (**A**). Relative expression levels of indicated genes by qPCR in siCon or siSRM MCF7 cells after 24 hours methionine deprivation. (**B**). Relative expression levels of indicated genes by qPCR in MCF7 cells after 24 hours depletion of methionine (-M), or combined with the ODC1 inhibitors POB (200 μM) or DFMO (1mM). (**C**). Relative expression levels of indicated genes by qPCR in MCF7 cells after depletion of methionine (-Met), cystine (-Cys), glutamine (-Gln), co-depletion of methionine and cystine (-Met-Cys) or co-depletion of methionine and glutamine (Met-Gln) for 24 hours. (**D**). Relative expression levels of the indicated genes by qPCR in IMR90 primary cells after depletion of either methionine (-M), or arginine (-R) or both methionine and arginine (-M-R) for 24 hours. (**E**) Heatmap of the methionine-specific transcriptional response (906 probes) in MCF7 cells with deprivation of all amino acids (AA) or methionine (-Met) for 24 hours relative to the control samples. (**F**) Heatmap of the methionine-specific transcriptional response (906 probes) in MCF7 cells after depletion of either methionine (-M), or arginine (-R) or both methionine and arginine (-M-R) for 24 hours.
(PDF)

S6 Fig Arginine/glycine-dependent creatine biosynthesis is required for methionine-deprived specific gene response. (**A**) Relative expression levels of indicated genes by qPCR in MCF7 cells after depletion of methionine (-M), methionine and arginine (-M-R) with or without indicated concentrations of arginase inhibitor nor-NOHA for 24 hours. (**B**) Relative gene expression levels of indicated genes by qPCR in MCF7 cells after depletion of methionine (-Met) with or without indicated concentrations of nitric oxide scavenger cPTIO or nitric oxide synthase inhibitor L-NAME for 24 hours. (**C**) Relative expression levels of indicated genes by qPCR in PC3 cells after depletion of either methionine (-M), arginine (-R), methionine and arginine (-MR), serine (-S), methionine and serine (-MS), glycine (-G), methionine and glycine (-MG), or methionine, serine and glycine (-MSG) for 24 hours. (**D**) Relative expression levels of indicated genes by qPCR in PC3 cells after depletion of either methionine (-M), methionine and arginine (-MR), methionine, threonine and glycine (-MTG), or methionine, threonine, serine and glycine (-MTSG) for 24 hours. (**E**). Western blot analysis of H3K4Me3 and histone H3 (control) in MCF7 or PC3 in indicated deprivation conditions (methionine (M), arginine (R), serine (S), glycine (G) and Threonine (T)) for 24 hours. (**F**) Relative levels of methionine and SAH in MCF7 cells after indicated hours deprivation of methionine (-M), or both methionine and arginine (-MR). (**G**) The absolute or relative levels of metabolites in MCF7 cells after 3 hours deprivation of methionine (-M), arginine (-R), or both methionine and arginine (-MR) (n = 3; #, p < 0.005; *, p < 0.05; ##, p < 0.005). (**H**). Western blot analysis of AGAT expression in shRNA scramble (shScr), silenced AGAT (shAGAT) or GAMT (shGAMT) MCF7 cells after 24 hours methionine deprivation.
(PDF)

S7 Fig The ornithine-mediated signaling is required for the complete induction of the methionine-deprived specific gene response. (**A**). Relative expression levels of indicated genes by qPCR in MCF7 cells after 24 hours depletion of either methionine (-M), methionine and arginine (-MR) with or without the addition of 0.4 mM ornithine (ORN). (B) Relative expression levels of indicated genes by qPCR in MCF7 cells after 24 hours depletion of either methionine (-M), methionine and arginine (-MR) with or without the addition of 0.4 mM creatine (Cr).
(PDF)

S1 Text Supplemental Materials and Methods.

S1 Table The probeset list of common amino acid response (778 probesets).

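S1 Table lists, for each of 778 probe sets, the mean log2 change against the control mean in each of the 15 single deprivations, with the controls at 0. The same means were computed here from the normalized log2 values, and a probe set enters when its mean reaches 0.8 or -0.8 in at least 4 deprivations. Of the 778 selected here, 770 are in the table. ASNS, one of them, had its lowest mean change of the 14 deprivations other than glycine without valine (1.33) and its highest without arginine (3.37).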

S2 Table The probeset list of individual amino acid specific response.

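S2 Table lists the probe sets of each single deprivation that meet the rule for specific responses, with the mean log2 change in that deprivation. For the 14 amino acids other than methionine, the selection was repeated here from the deposited log2 values; 152 probe sets were in both, out of 153 different ones on each side. Counted by deprivation, isoleucine had 2 induced and 10 repressed, phenylalanine 1 and 13, tryptophan 4 and 15, and tyrosine 2 and 4.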

S3 Table The probeset list of methionine deprived specific response.

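S3 Table lists the 906 probe sets of methionine deprivation with gene names and the mean log2 change against control. Of the 906 selected here, 898 are in the table. TEX14 heads both lists, and the paper's reported change for it is 4.06, which is also the value here.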

S4 Table TRANSFEC analysis of the methionine-deprived specific response genes using Gather.

S5 Table The primer information for qPCR, CHIP-qPCR, and pyrosequencing.

S6 Table shRNA plasmids information.

S1 File Supplemental metabolomics skyline methods.

# Supplementary material for: Comprehensive Profiling of Amino Acid Response Uncovers Unique Methionine-Deprived Response Dependent on Intact Creatine Biosynthesis
**Source:** PLoS Genet. 2015 Apr 7;11(4):e1005158. doi: 10.1371/journal.pgen.1005158

Fig S2

A.

**Criteria for the specific gene response:**  

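The rule works on mean log2 changes against the control mean, so it has no error term. A probe set is specific when its mean moves by at least 0.8 in the deprivation of interest and by less than 0.5 in the same direction in each of the other single deprivations. A change in the opposite direction elsewhere does not exclude it, and medium without all amino acids does not enter. ING2, an induced gene in the methionine set, shows this: it rose by 1.16 without methionine and fell by 1.19 without arginine.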

 $\Delta\text{Log}_2(\$i) \geq 0.8$ ;  $\Delta\text{Log}_2(\$j) < 0.5$ , if the level of a probe is induced;  
 $\Delta\text{Log}_2(\$i) \leq -0.8$ ;  $\Delta\text{Log}_2(\$j) > -0.5$ , if the level of a probe is repressed;  
*\$i* : The probe level of a targeted amino acid deprivation;  
*\$j* : The probe level of any other amino acid deprivation.

| Treatment | Specificity |     |      |
|-----------|-------------|-----|------|
|           | All         | Up  | Down |
| +AAs      | 0           | 0   | 0    |
| -Gln      | 3           | 1   | 2    |
| -His      | 2           | 1   | 1    |
| -Ile      | 12          | 2   | 10   |
| -Leu      | 0           | 0   | 0    |
| -Val      | 3           | 0   | 3    |
| -Phe      | 14          | 1   | 13   |
| -Gly      | 0           | 0   | 0    |
| -Arg      | 24          | 9   | 15   |
| -Cys      | 2           | 1   | 1    |
| -Lys      | 39          | 13  | 26   |
| -Met      | 906         | 568 | 338  |
| -Ser      | 10          | 10  | 0    |
| -Thr      | 21          | 12  | 9    |
| -Tyr      | 6           | 2   | 4    |
| -Trp      | 19          | 4   | 15   |

B.

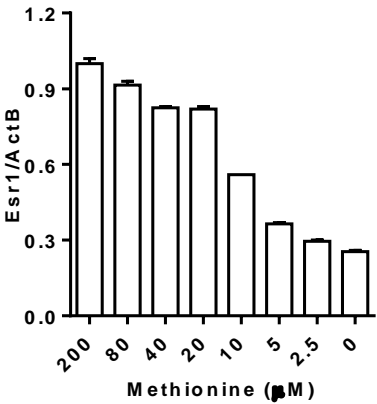

C.

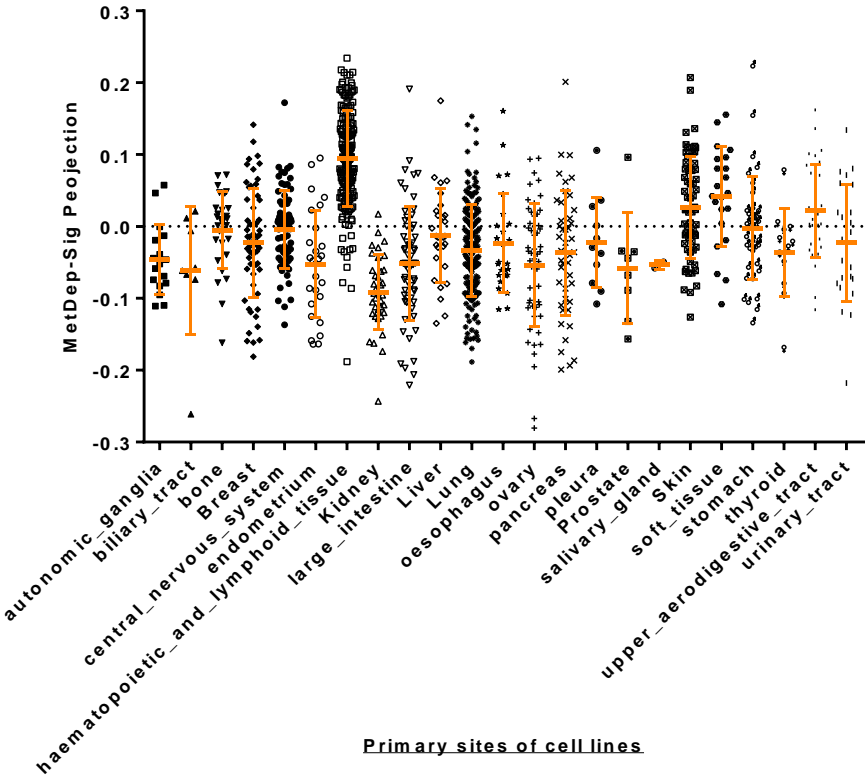

**Supplement:** S2 Fig — (A). The criteria used for identifying the specific genes that are altered by the deprivation of individual amino acid. The table indicated the number of specific probesets that are induced or repressed by the indicated individual amino acid. (B) Relative mRNA levels of estrogen receptor (ESR1) in MCF7 cells upon different concentrations (in μM) of methionine treatment for 24 hours. (C). Relative levels of the methionine-deprived specific gene signatures (MetDep-Sig) in the CCLE cell lines that grouped by the same primary origin site of cell lines.

# Supplementary material for: Comprehensive Profiling of Amino Acid Response Uncovers Unique Methionine-Deprived Response Dependent on Intact Creatine Biosynthesis
**Source:** PLoS Genet. 2015 Apr 7;11(4):e1005158. doi: 10.1371/journal.pgen.1005158
**Supplement:** S1 Text

**Supplemental Materials and Methods**

### Materials

Chemical materials were obtained from the following sources: Cell culture grade amino acids, SAM, SAH, Hcy, MTA, ornithine, creatine and GAA from Sigma; DFMO from Santa cruz and POB from EMD; DZNep, UNC0638, nor-NOHA, L-NAME and c-PTIO from Cayman chemical. The shRNA plasmids targeting AGAT and GAMT genes were from Sigma and listed in S6 Table.

**Western blot analysis**

Cells under the indicated conditions were washed with cold PBS and lysed with NP40 buffer (50 mmol/L Tris pH 8.0, 150 mmol/L NaCl, 1% NP-40) supplemented with protease inhibitor and phosphatase inhibitor cocktail (Roche) for the extraction of total protein. Histone proteins were isolated by EpiQuik Total Histone Extraction Kit (Epigentek). The concentrations were determined with BCA protein assay. Equal amounts of protein were loaded for the immunoblot analyses. Primary antibodies of S6K1 (whole and pho-T398, cell signaling), eIF2a (pho-Ser51, cell signaling), Histone and histone methylation antibodies (Cell signaling and Active Motif) and β-tubulin (Sigma) were applied following the manufacturers' protocols. The signal was detected by the ECL plus Western blotting detection system (Amersham).

**LC-MS/MS Methods**

The Skyline software document that contains precursor and product ion information for all metabolites measured in this study, and their internal standards, has been provided as a supplementary file to the manuscript: S1 File-Metabolomics_Skyline_methods.sky.zip.

How the deposited data were processed for this re-analysis (not part of the article)

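RNA of MCF7 breast cancer cells and PC3 prostate cancer cells was measured on 94 Affymetrix oligonucleotide arrays in 3 experiments. The first holds 68 arrays of MCF7 cells after 24 hours in control medium, in medium without any amino acid, or in media that each lacked 1 of 15 amino acids, with 4 arrays per group. The second holds 21 arrays of PC3 cells, with 3 arrays per group, labelled 200, 20, 5, 1 or 0 µM methionine at 24 hours and 200 or 0 µM at 48 hours. The third holds 5 single arrays of MCF7 cells in control medium, without methionine, without arginine, without both, and with 5 µM of the methyltransferase inhibitor DZNep. Conditions and replicate numbers were taken from the sample labels. The general treatment protocol in the labels gives 24 hours for all cells, while the labels of 6 PC3 arrays give 48 hours, and the latter was used.

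The authors deposited log2 values that they had made from the probe intensities by RMA. The submitters' processing notes name Affymetrix Expression Console 1.1. The distributions of the arrays showed that the 3 experiments had been normalized separately, and all tests were made within an experiment. Array medians had medians of 6.46 in the MCF7 panel, 6.74 in PC3 cells and 7.54 in the single arrays. Levels were therefore not tested between experiments; the rank correlation of basal MCF7 and PC3 profiles was computed across probe sets, and a few levels are set side by side without a test. The methionine-specific probe sets followed across samples are the 568 and 338 of the paper's S3 Table. RMA removes a shift that most transcripts share. The deposited table holds no detection calls, so a fold over a low level is not shown to be exact. For arrays, the number of arrays limits the precision.

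Of 22215 probe sets, 19064 name 1 gene in the platform annotation, 1043 name several and 2108 are unnamed here. Symbols of 19052 probe sets were looked up by Entrez identifier in the RefSeq gene table of GRCh38, and 0 changed. No gene was named from a probe set with several genes. A gene with several probe sets is given by the probe set with the highest mean level, after those that can hybridize to several transcripts (suffix _x_at) were set aside where another existed. Probe sets named because they changed most are given by their own values, so a gene can appear with values of different probe sets.

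Groups were compared with limma 3.58.1 in R 4.3.3. A mean per group was fitted to all arrays of an experiment, followed by empirical Bayes moderation and Benjamini-Hochberg adjustment over all probe sets. A probe set was called at an adjusted p under 0.05 and a change of at least 0.8 on the log2 scale. Every adjusted p beside a group of 3 or 4 arrays comes from limma, or from camera in limma for a list of genes. The fold rules of the methods were applied to differences from the mean of the 4 controls, without a test. Clustering, correlations and random lists were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Correlations between responses that share control arrays stand beside values simulated from unchanged groups against the same controls, with 200 simulations. Single arrays have no replicates, so their values carry no p. The medians of lists in them were placed among 10000 random lists of the same size, matched on mean level over 20 bins, as a description of these arrays. Correlations across deprivations have a permutation p from 100000 permutations.

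Members of 29 gene lists were tested with camera at a preset correlation of 0.01, over 1 probe set per gene, with adjustment over the lists and comparisons of a family. The lists were ATF4 targets, aminoacyl-tRNA synthetases, p53 targets, interferon response, estrogen response, DNA replication and G1/S, G2/M and mitosis, sterol and fatty acid synthesis, oxidative phosphorylation, ribosomal proteins, RNA polymerase subunits, Mediator subunits, ZNF zinc finger genes, clustered histone genes, telomere maintenance, the methionine cycle with its branches, serine, glycine and one-carbon enzymes, amino acid transporters, histone methyltransferases and demethylases, endoplasmic reticulum chaperones, heat shock response, NRF2 targets, immediate early genes, NF-kappaB targets and chemokines, autophagy and lysosome, MCF7 luminal identity, PC3 identity, fibroblast markers and leukocyte markers. They stand in for the gene sets of the study's GSEA, which were not used here. The methionine-specific probe sets were chosen by the study on the MCF7 arrays, so their direction there is not independent evidence.

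Genes were named by a fixed rule: every gene that the paper names and the annotation holds; the 10 probe sets that rose most and the 10 that fell most without methionine in MCF7 cells, in the PC3 arrays labelled 0 µM at 24 hours and in the common response; the 5 and 5 without all amino acids, arginine, serine or glycine; and the 4 members of each list with the largest change that passed. The most changed probe sets were taken among those past both thresholds whose groups of arrays did not overlap. For the common response, the mean over the 14 deprivations other than glycine was used, among probe sets past the thresholds in at least 12 of the 14. Values in the paper's tables had been seen when the rule was set. ARRDC4 was not analysed here.

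The labels call the MCF7 panel's and the PC3 replicates biological replicates and give them numbers, but nothing says that a number marks a shared culture day. Deviations of same-numbered arrays were compared, and no replicate number was used in the fits.

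The fits were tested on simulated data. With 50 probe sets changed by each of 4 sizes over 22215, 28 of those changed by 0.8 were called for MCF7 cells without methionine and 50 of 50 at changes of 1, 1.5 and 2. For PC3 cells labelled 0 µM at 24 hours, 24, 47, 50 and 50 were called. In both, 0 unchanged probe sets were called. Of 20 simulated lists of 30 genes shifted by 0.5, camera passed 20, and of 20 unshifted lists it passed 0. The genes of these lists were simulated independently of each other. The result therefore does not show how often camera errs for lists whose members vary together.

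Alternatives were another quantile normalization, arrays shifted to one median, a filter on dim probe sets, a variance trend, only the groups compared, array weights, a replicate block, no fold threshold, the methods' t-test, other set tests, other clustering distances and each array left out in turn. The comparison of basal MCF7 and PC3 levels by a test was left out because the values were normalized separately. A planned comparison of genes by their number of exons was left out because no exon annotation was used here.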

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

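The correlations that bear on the order of the PC3 labels and the splits that exchange the times within each medium were chosen after the result was seen; the other tests in this part were set earlier.

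Several gene lists moved without methionine in MCF7 cells, and 4 of the 6 described here rose. Of 40 clustered histone genes, 32 were higher without methionine (32, with 1 lower, when adjusted over the list alone), with a median change of 0.86 (adjusted p = 5.8e-12 by camera, and 5.2e-05 with an estimated correlation). H3C2 rose by 2.90, H3C3 by 2.75, H2BC17 by 2.73 and H2AC6 by 2.60. Against arginine deprivation, 30 histone genes were higher and 2 lower (31 and 2 when adjusted over the list alone). Of 17 NF-kappaB targets and chemokines, 16 were higher (the same when adjusted over the list alone), with a median of 1.39 (adjusted p = 1.9e-07, and 0.0040 with an estimated correlation); the chemokine CCL20 rose by 4.12, the NF-kappaB subunit RELB by 2.78 and the adhesion molecule ICAM1 by 2.29. This list had a median of 0.80 without arginine, with 16 of 17 higher as well, and the difference from arginine deprivation passed at an adjusted p of 0.019 but not with an estimated correlation (adjusted p = 0.197). Of 18 immediate early genes, 13 were higher and 3 lower (the same when adjusted over the list alone), with a median of 0.59 (adjusted p = 8.9e-05, and 0.0029 with an estimated correlation); JUNB rose by 1.87, IER2 by 1.83 and JUN by 1.68. Of 231 ZNF zinc finger genes, 108 were higher and 50 lower (109 and 53 when adjusted over the list alone), with a median of 0.12 (adjusted p = 1.9e-04, and 0.025 with an estimated correlation); ZNF34 rose by 2.46 and ZNF394 by 2.25.

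All 23 genes of sterol and fatty acid synthesis that were measured were lower without methionine (also when adjusted over the list alone), with a median of -0.61 (adjusted p = 3.0e-09, and 3.4e-04 with an estimated correlation). SCD, the stearoyl-CoA desaturase, fell by 1.82, FDPS by 1.54, INSIG1 by 1.52 and FASN, the fatty acid synthase, by 1.23. The same list had medians of -0.79 without arginine and -0.69 without isoleucine, and against arginine deprivation 7 were higher and 9 lower (adjusted p = 0.90). Of 10 genes listed beforehand as markers of PC3 cells, 7 were lower and 1 higher in MCF7 cells without methionine (the same when adjusted over the list alone), with a median of -0.66 (adjusted p = 0.0057, and 0.014 with an estimated correlation). Among them CD44 fell by 1.20 and CAV1 by 1.19. Whether each of them marks PC3 cells was not tested, since the experiments were normalized separately; AKR1C3 was at 10.33 in MCF7 controls and 9.03 in PC3 cells, and LGALS1 at 11.44 and 12.78. The medians of these lists stood out from the control arrays; the paper names some of their genes, such as EGR1 and CXCL8.

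In 2 of 136 groups of 4 arrays, 1 array lay far from the other 3 by Dixon's test, and chance gives about 1 in 20 groups. The median of the lowered common response probe sets was -0.93 in replicate 1 of leucine deprivation, against -0.87 to -0.86 in the other replicates. The log2 level of DAG1, which encodes dystroglycan, was 11.23 in replicate 4 of methionine deprivation, against 11.39 to 11.41 in the others and 10.43 ± 0.05 (SD, n = 4) in the controls.

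Some changes ran in opposite directions in the 2 cell lines. ERBB2, a receptor tyrosine kinase, rose by 0.94 without methionine in MCF7 cells. The means of the 4 PC3 groups with little or no methionine at 24 hours lay below their controls, by -0.47 to -0.21. DAG1 rose by 0.93 in MCF7 cells and had mean changes of -0.57 to -0.14 in those PC3 groups. The differences between the cell lines were not tested, because the experiments were normalized separately. Another probe set of ERBB2 had a change of 0.10 in the PC3 arrays labelled 0 µM at 24 hours, and DAG1 was at 0.13 in the 48 h arrays (adjusted p = 0.073).

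The response of PC3 cells at 48 hours differed from that at 24 hours in the arrays labelled 0 µM for 2419 probe sets by limma. Of 100 splits of the same arrays, 8 called as many probe sets, the real one included, and the highest of the others called 4403, so this set of splits does not exclude chance. In 5 of the 8, most arrays exchanged their medium at 1 of the times only, so that the effects of methionine at the 2 times add up, which points to that structure of the samples. With the times exchanged within each medium only, 2 of 100 splits called as many, the real one included, and the highest other called 2681. In 1 of the 2, most arrays exchanged their time in 1 medium only, so that the effects of time add up. These splits were also chosen after the first ones. Both sets mix such effects into the difference, so neither can decide whether chance gives as many calls, and chance is not excluded here.

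In PC3 cells at 24 hours, the methionine-specific probe sets of MCF7 cells moved most in the arrays labelled 20 µM and least in those labelled 0 µM. If a few arrays had been exchanged, an array labelled 0 µM should lie within another group. Of the 3, 0 did (medians of the 568 induced probe sets of 0.33, 0.38 and 0.37 against 0.57 to 0.60 in the arrays labelled 1 µM), so exchanged single arrays do not account for the order. With every array shifted to one median, the arrays labelled 20 and 0 µM still differed by 0.37, so differences between array medians do not account for it either. These medians lay only between 6.69 and 6.79 after RMA, so the shift was small and does not test other effects of scaling. A candidate explanation is that the labels of the 4 groups run in the reverse order of concentration: across probe sets, the 48 h response to 0 µM had an r of 0.852 with the arrays labelled 20 µM and 0.621 with those labelled 0 µM. Against that order, the asparagine synthetase ASNS rose by 2.03 in the arrays labelled 0 µM and by 1.37 in those labelled 20 µM, while ATF4 targets, with medians of 1.18 and 1.26, do not decide. A response that is truly weaker without methionine than with a little (r = 0.621) cannot be told apart from this by the arrays. At 24 hours, label and concentration are the same variable. The paper reads the start of the PC3 response at 20 µM from these same arrays, so that statement is no separate evidence on the order. Cell death of PC3 cells, which the paper measured apart from the arrays, grew as methionine was lowered (Fig 3). Cell death is not a measure of these genes and does not settle the order of the labels. Fig 3 also holds qPCR of TEX14, DAPK3, Her2 and Egr1 over methionine concentrations at 24 hours (n = 3), apart from the arrays. Its caption names PC3 cells, while the paper's text cites it for MCF7 cells. The paper also reports these genes, except Her2, as induced by qPCR in PC3 cells without methionine. Those qPCR values were not used here, so the order of the labels was not checked against them.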

How the results depend on the processing

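The 2-fold rule, its clustering and the 48 h comparisons with other labelled 24 h groups were chosen after the result was seen; the other alternatives here were planned. Where a result below changed, the cause was not tested unless it is given.

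Counts of changed probe sets depended on the fold threshold above all: of 566 alternative counts, 528 were within 1.5 times the reported one, and 31 of the 38 others came from the adjusted p alone. Without a fold threshold, by construction more probe sets are called: 8588 without all amino acids, 9841 without arginine, 5899 without cystine, 7284 without glutamine, 255 without glycine, 6809 without histidine, 8669 without isoleucine, 8587 without leucine, 9704 without lysine, 12040 without methionine, 9016 without phenylalanine, 8426 without serine, 9459 without threonine, 9356 without tryptophan, 9377 without tyrosine and 8433 without valine. Against arginine, isoleucine and tyrosine deprivation, 11716, 11382 and 11384 were called without methionine. In PC3 cells, the adjusted p alone called 11093, 11117, 10498 and 7760 in the arrays labelled 20, 5, 1 and 0 µM, 12129 at 48 hours, 2121 for 1 against 5 µM, 6177 for 0 against 1 µM, 8164 for 0 against 5 µM and 8518 for the difference between the 48 h and 24 h responses. Apart from this, and from the smallest counts below, the counts stayed within 0.927 to 1.09 times the reported ones under another quantile normalization, a shift to one median, array weights, a variance trend, only the groups compared, a filter on dim probe sets, the methods' t-test and each array left out. Of the scalings, the shift moved the share of higher calls most, by up to 6.90 percentage points.

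The smallest counts moved. Glycine deprivation called 3 probe sets in the fit of all 68 arrays, 0 by limma with only the 8 arrays compared and 0 by the methods' t-test after Benjamini-Hochberg (2397 at an unadjusted p in the fit of all arrays, and 3 by the methods' t-test at its own threshold). With each array left out it called 1 to 3, and 1 without replicate 1 or replicate 2 of glycine deprivation or without control replicate 4. The arrays labelled 1 against 5 µM called 9, 15 with array weights and 9 to 14 with each array left out, 14 without replicate 1 of the arrays labelled 5 µM.

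Replicate numbers did not pair the arrays. Same-numbered arrays of different MCF7 groups had a mean r of 0.0027 between their deviations from the group means, with 72 of 544 pairs above 0.1 and 23 of 68 arrays closest to their own number on average. For PC3 cells, these values were 0.0456, 19 of 63 and 9 of 21. With the replicate block, 2682 probe sets were called without methionine, the same count as without it, and the block changed none of the 32 counts, the 306 list calls and the 128 calls of named genes.

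The fold rules depended on the threshold. At 1 in place of 0.8, 2046 probe sets changed in 4 arrays, 379 in the common response, 480 for methionine alone and 26 for another single amino acid. With 2-fold in place of 3-fold, the first rule kept 1365. Leaving out 1 replicate of every group gave 2236 to 2377 probe sets at 0.8 in 4 arrays, with fewer arrays to reach the 4. The branch of the controls in the clustering held 12 arrays with Euclidean distance, at 3 and at 4 branches, and at 2 branches 28 with all probe sets, 28 with complete linkage and 28 with the probe sets of the 2-fold rule.

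Correlations between responses were lower over all probe sets: 0.620 among the 13 others, 0.419 for methionine, 0.249 for glycine and 0.453 for -AA with these 13, 0.476 between methionine and -AA, and 0.713 among valine, isoleucine and leucine. Spearman's rho was 0.588 for -AA with the 13, 0.595 between methionine and -AA, and 0.833 among the last 3. With split controls, r was 0.732 among the 13, 0.511 for methionine, 0.557 for -AA, 0.575 between methionine and -AA, and 0.796 among valine, isoleucine and leucine, for which leaving out 1 replicate gave 0.808 to 0.818. Methionine stood below -AA and above glycine in its correlation with the 13 in each of these settings.

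The share of the 906 methionine-specific probe sets with the same direction in PC3 cells falls by construction when a call is required. With an adjusted p it was 81.6, 80.8, 74.9 and 58.1% in the arrays labelled 20, 5, 1 and 0 µM and 82.5% at 48 hours, and with a change of 0.8 it was 43.7, 41.2, 30.9, 11.7 and 49.0%. Without the dimmest probe sets it was 92.9% at 20 µM, 91.7% at 5 µM and 93.4% at 48 hours, and with arrays shifted to one median 92.6% at 20 µM. The 24 h groups had the same order in each of these settings, highest in the arrays labelled 20 µM and lowest in those labelled 0 µM.

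The single arrays depended on their own control array. Set against the mean of the 4 replicated controls, a level set across separately normalized experiments, 15624 probe sets differed by 0.8 in the -Met array, 14238 in -Arg, 14350 in -Met-Arg and 14337 with DZNep, because the 5 arrays lie on a higher scale. The medians of the 568 induced probe sets then were 2.24, 1.06, 1.14 and 1.43, of the 338 repressed ones 0.38, 1.18, 1.11 and 0.51, and of the lowered common response ones 0.045 in -Met and 0.40 with DZNep, several with the opposite sign. Against the single control, quantile normalization gave 0.85 and -0.84 for the 568 and 338 in -Met, a shift to one median 0.85 and -0.82. With 1 in place of 0.8, 2184, 1337, 1295 and 2360 probe sets differed.

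Of 3221 alternative list calls, 3004 were the same. The estimated correlation ended 83 of 306, among them interferon response without lysine (adjusted p = 0.301), oxidative phosphorylation against arginine (0.452), isoleucine (0.148) and tyrosine deprivation (0.224), RNA polymerase subunits against arginine (0.142) and isoleucine (0.197), and DNA replication against isoleucine (0.164). It left 8, 7 and 8 passing lists against arginine, isoleucine and tyrosine deprivation. The fry test, which does not compare a list with other genes, passed 27 and 26 lists against isoleucine and tyrosine; against tyrosine it passed RNA polymerase subunits (adjusted p = 8.5e-11) and telomere maintenance (5.5e-17), and aminoacyl-tRNA synthetases in the other direction (3.8e-04), which camera did not pass.

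Of 1646 alternative values of named genes, 1608 kept call and direction. Other probe sets of a gene had the opposite sign for DICER1 without methionine (0.84), for TMT1A (0.066), and in the PC3 arrays labelled 0 µM for ERBB2 (0.10), ESR1 (0.12, 0.022, 0.078, 0.19, 0.15 and 0.016), EIF2AK1 (0.032) and MKI67 (0.71 and 1.03); for MDM2 in the common response it was -0.039. What hybridizes to each probe set was not tested.

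The test of basal levels between MCF7 and PC3 cells, with its alternatives, was not run because the values were normalized separately, and the comparison by exon number was not run because no exon annotation was used here. For arrays, the signal over background limits dim genes; no detection calls were used here.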

Differences from the paper's values

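The 2-fold rule, the clustering with its probe sets and the comparison of the 48 h response with the 24 h arrays labelled 20 µM were chosen after the result was seen. Of 18 counts that the paper states and that were computed here at its thresholds, 17 were the same and 1 differed. The paper's number of probe sets that varied 3-fold from the mean in at least 2 arrays is 1365, and the deposited values gave 211. None of the planned settings reached the paper's count: 204 with another quantile normalization, 215 with arrays shifted to one median, 195 without the dimmest probe sets, and 186 to 198 with 1 replicate of every group left out. A 2-fold rule in place of the 3-fold one, chosen after seeing the values, gave 1365; the paper's list of these probe sets was not used here, so how many of them it drops is not known.

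Of the changes without methionine in S3 Table, 29 were compared one by one, namely those of the paper's genes and of probe sets that were off, and 18 of them differed from the deposited values by no more than 0.0507. The other 11 differed. The paper's change of HEXIM1 is 3.07 and the deposited one 1.64. For TARBP1 the paper's value is 1.64 and the deposited one -0.77, for PDPK1 1.39 and -0.071, and for LRRC14 1.31 and 0.27. For TAF15 the paper gives 1.25 beside -0.30 here, for SS18 0.98 beside -0.48, for N4BP1 0.94 beside 1.31, and for CHST3 0.90 beside -0.039. For SLC25A4 the paper's value is 0.88 and the deposited one -0.40, for GRK6 -0.99 and -0.14, and for BLZF1 1.01 and 0.94. Of the 2 planned scalings, both brought BLZF1 within its replicate error of the paper's value and neither did so for the other 10. In all, 12 of the 906 changes in S3 Table and 11 of the 778 in S1 Table were off by over 0.01 from the deposited ones, and each of them equalled the value of a neighbouring probe set of the deposited table within 0.01. S2 Table had 13 such differences of 1061. The rules of the methods applied to the deposited values selected 898 of the paper's 906 methionine-specific probe sets and 8 others, 770 of its 778 common response probe sets and 8 others, and 152 of its 153 probe sets specific to another amino acid and 1 other.

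The paper describes a response in PC3 cells that grows as methionine is lowered and is complete at 5 µM. In the deposited values, the median of the 568 induced probe sets was 0.72, 0.69, 0.60 and 0.35 in the arrays labelled 20, 5, 1 and 0 µM at 24 hours, the opposite order, while ASNS rose by 1.37, 1.43, 1.88 and 2.03 in that order. The arrays labelled 5 µM did have a strong response, with 2955 called probe sets.

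For the time course, the paper reports no clear difference between 24 and 48 hours. Here 2419 probe sets differed between the responses to 0 µM as labelled, and 843 between the 48 h response and that of the 24 h arrays labelled 20 µM, a comparison chosen after seeing the values.

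In the clustering, the paper places samples without any amino acid in a branch of their own. In the deposited values they lay in the branch of the controls with 2, 3 and 4 branches, and also with Euclidean distance, complete linkage and all probe sets. With 2 branches in the main setting, that branch held 64 arrays, all but those without methionine. Finer divisions were not examined, so -AA may form a branch of its own further down, and these divisions do not contradict the paper. Methionine deprivation had its own branch at 3 and 4 branches, as in the paper, except with complete linkage at 3 branches, and glycine, histidine, cystine, glutamine and serine deprivation lay with the controls, except that with Euclidean distance at 3 and 4 branches the branch of the controls held 12 arrays, with glycine deprivation and -AA. The paper sets isoleucine, leucine and phenylalanine apart from arginine, threonine, tyrosine and tryptophan. Here these 7 groups shared a branch of 28 arrays, but over all probe sets, and with the probe sets of the 2-fold rule, isoleucine, leucine and phenylalanine were separate, in a branch of 16 arrays with valine.

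Among genes that the paper ties to 1 deprivation, 5 of 8 were higher in that deprivation than in each of the other 15. This does not show that the other deprivations left them at the control level. At an adjusted p under 0.05 from limma, PBXIP1 rose in 2 of the 14 single deprivations other than glycine. RAB26 rose in 2 of the 14, serine included, and KYNU in 3, arginine included. CAPN9 is among the 5, but only narrowly against serine deprivation (difference 0.17, adjusted p = 0.0499 from limma). It also rose by 0.94 without serine alone, where the paper reports no induction by a single deprivation. CCR4 in samples without any amino acid had a change of 0.13 (adjusted p = 0.39 by limma), and CCL1 without arginine -0.01 (adjusted p = 0.92). CXCL8, higher without arginine than in 14 of the others, also rose by 1.40 without methionine. In the single arrays, which have no replicates, it differed from control by 0 in -Arg and by 0.39 in -Met.

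From the single arrays and from replicated qPCR, the paper counts ING2 among the genes that DZNep did not induce. In the single arrays ING2 was 1.24 above the control array with DZNep, while TEX14 was at -0.29 and EGR1 at -1.15. A difference between single arrays without replicates does not outweigh the qPCR. For DICER1, which the paper lists as induced by both methionine deprivation and DZNep, the brighter probe set was at -0.34 with DZNep and -0.37 in the -Met array, and the other at 4.51 and -0.26; the paper's YY1 was 0.37 above control with DZNep and SOD2 0.25.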

Other observations

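The list tests in PC3 cells, the tests of the displaced identifiers and the bound applied to the leukocyte markers were chosen after the result was seen; the other tests in this part were set earlier.

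Further gene lists in MCF7 cells without methionine had mixed or small changes. Expression of ESR1, the estrogen receptor, fell from 11.76 ± 0.05 to 10.61 ± 0.03 (SD, n = 4), by 1.15 on the log2 scale (standard error 0.033, adjusted p = 4.2e-37 from limma), and it was lower without methionine than without arginine (-0.76), isoleucine (-0.96) or tyrosine (-0.85). Threonine and arginine deprivation had changes of -0.43 and -0.39, and samples without any amino acid 0.01 (adjusted p = 0.93). Of 10 genes of MCF7 luminal identity, 4 were higher and 6 lower (the same when adjusted over the list alone; median -0.11, adjusted p = 0.538 by camera), with SPDEF, a luminal transcription factor, at -1.51 and KRT19 at -0.72. Of 39 histone methyltransferases and demethylases, 20 were higher and 13 lower (the same when adjusted over the list alone; median 0.11, adjusted p = 0.347), with the methyltransferases NSD2 at -1.56 and SETD2 at 1.18 and the demethylase KDM7A at 1.23. Of 15 endoplasmic reticulum chaperones, 6 were higher and 7 lower (the same when adjusted over the list alone), with DNAJB9 at 1.02 and PDIA4 at -0.73; the median was -0.12, while the test statistic had the opposite sign (adjusted p = 0.743). Of 12 heat shock genes, 2 were higher and 8 lower (the same when adjusted over the list alone; median -0.22, adjusted p = 0.136), with DNAJB1 at 1.31 and HSPE1 at -0.89. Of 15 NRF2 targets, 8 were higher and 4 lower (9 and 4 when adjusted over the list alone; median 0.21, adjusted p = 0.098), with HMOX1, a heme oxygenase, at 1.78. Of 23 genes of autophagy and lysosome, 9 were higher and 10 lower (the same when adjusted over the list alone; median 0.05, adjusted p = 0.737), with the alpha-galactosidase GLA at -1.61. Of 10 fibroblast markers, 1 was higher and 2 lower (the same when adjusted over the list alone), with COL6A3 at -0.75 and FBN1 at 0.73; the median of 0.03 and the test differ in sign (adjusted p = 0.947). Of 52 ribosomal protein genes, 6 were higher and 26 lower (6 and 27 when adjusted over the list alone), with a median of -0.06 and RPL31 at -1.55; the list passed (adjusted p = 0.032) but not with an estimated correlation (adjusted p = 0.48) or under either scaling (adjusted p = 0.79 and 0.13).

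Against arginine deprivation, enzymes of serine, glycine and one-carbon metabolism were lower without methionine, 10 of 12, with a median of -0.58 (adjusted p = 4.1e-05 by camera, and 0.0036 with an estimated correlation). PHGDH, which opens serine synthesis, differed by -2.59 and PSPH, which closes it, by -1.95. Of 32 genes of the methionine cycle and its branches, 6 were higher and 19 lower than without arginine, with a median of -0.24 (adjusted p = 0.0017, and 0.030 with an estimated correlation), with CBS, the first enzyme of transsulfuration, at -1.79 and the spermine synthase SMS at -1.55. Against control, polyamine and creatine genes had mixed changes: SMS -1.66, OAZ2 -0.83, SRM -0.16, ODC1 0.09, SMOX 0.51 and SAT1 0.78 for polyamines, and CKB -1.56, GAMT -0.70, SLC6A8 -0.43 and GATM -0.10 (adjusted p = 0.26) for creatine.

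In PC3 cells, the lists of DNA replication and of sterol synthesis followed the methionine-specific probe sets, while ATF4 targets did not. Of 42 genes of DNA replication and G1/S, 40, 41, 41 and 35 were lower in the arrays labelled 20, 5, 1 and 0 µM, with medians of -1.28, -1.33, -1.23 and -0.55, and 38 at 48 hours; the list passed in each (highest adjusted p = 1.3e-12, and 0.0096 with an estimated correlation). Genes of G2/M and mitosis had medians of -1.02, -0.69 and -0.26 in the arrays labelled 5, 1 and 0 µM, and -2.19 at 48 hours, where all 35 were lower; for the arrays labelled 0 µM, 20 were lower and 2 higher, and the call was lost with an estimated correlation (adjusted p = 0.144). In the order of labels 20, 5, 1 and 0 µM, sterol and fatty acid synthesis had medians of -1.22, -1.27, -1.07 and -0.59, and -1.77 at 48 hours, and histone genes 1.04, 1.08, 0.84 and 0.41, and 0.62 at 48 hours. ATF4 targets had 1.26, 1.27, 1.37 and 1.18, with 32 or 33 of 37 higher in each 24 h group, and 0.87 at 48 hours. Interferon response genes had 0.54 in the arrays labelled 20 µM (32 higher and 5 lower of 48, adjusted p = 1.9e-04, but 0.346 with an estimated correlation), -0.05 in those labelled 0 µM (11 higher and 11 lower, adjusted p = 0.645) and 0.97 at 48 hours (38 higher and 3 lower, adjusted p = 3.3e-09, but 0.131 with an estimated correlation). The difference between these groups was not tested for lists.

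By median change, interferon response genes rose most without methionine in MCF7 cells. The difference from arginine deprivation, the next highest, passed by camera but lost its call with an estimated correlation. RNA from leukocytes would raise their abundant transcripts together; 9 leukocyte markers had a median change of 0.056 (SD 0.28) beside 1.78 for the interferon genes, with PTPRC at -0.07, LYZ at -0.09 and HLA-DRA at 0.10, although CD74 (0.25) and LCP1 (0.81) were higher, so the bound used to set this explanation aside was taken after the values were seen. With arrays shifted to one median, 100% of the 40 interferon genes called higher were still called. Differences between array medians therefore do not account for the rise. After RMA these medians lay only between 6.43 and 6.50, so the shift could hardly move a change of 1.78. It does not test other effects of scaling. The strength of the ATF4 response is argued against over all deprivations but not settled without methionine: over the 15 single deprivations Spearman's rho between the median changes of ATF4 targets and interferon genes was 0.0786 (permutation p = 0.784) and Pearson's r -0.0352 (permutation p = 0.89), with rho 0.00549 and r -0.314 (permutation p = 0.993 and 0.278) without the 2 deprivations farthest from the median, and rho 0.257 and r 0.347 (permutation p = 0.374 and 0.213) without methionine, above the bound of 0.2 set for the absence of a relation. A rise that belongs to methionine deprivation itself stays open as a hypothesis, and what in the medium brings it about was not tested.

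In S3 Table, 12 probe sets carry the change of the next probe set of the deposited table, in 2 blocks of identifiers. A candidate explanation is that the identifiers of the paper's table are displaced there: over the arrays, 53 probe sets of these blocks had a median r of 0.578 with other probe sets of their gene outside the blocks when the deposited values were used. With the values of the next probe set, as a displaced deposited table would need, the median r was 0.0692, which argues against it. Where in the study's processing this arose was not tested.

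For each comparison of 4 against 4 arrays in MCF7 cells, 1 of the 35 splits of the same 8 arrays called as many probe sets, the real one. Taken singly, each comparison thus had a share under 0.05, which argues against chance. With 35 splits the share cannot fall under 2.86%. It was not corrected for the number of comparisons, and many of them share the control arrays, so chance is not excluded for all of them together. For glycine deprivation this rests on 3 calls against 1 and is weak: with 1 array left out the count was as low as 1, and it was 0 by limma with only the 8 arrays compared and 0 by the methods' t-test after Benjamini-Hochberg (2397 at an unadjusted p in the fit of all arrays). The real count and the highest of the other splits were 522 and 30 for -AA, 275 and 23 for glutamine, 191 and 27 for histidine, 684 and 73 for isoleucine, 525 and 62 for leucine, 444 and 33 for valine, 629 and 54 for phenylalanine, 3 and 1 for glycine, 981 and 121 for arginine, 128 and 23 for cystine, 832 and 54 for lysine, 2682 and 417 for methionine, 379 and 28 for serine, 748 and 77 for threonine, 800 and 78 for tyrosine and 839 and 89 for tryptophan deprivation. For methionine against arginine, isoleucine and tyrosine deprivation they were 2395 and 333, 2012 and 263, and 2096 and 286. In PC3 cells, 3 arrays against 3 make 10 splits, too few for a share under 0.05. The real counts were 2959, 2955, 2263 and 916 in the arrays labelled 20, 5, 1 and 0 µM, 3713 at 48 hours, 9 for 1 against 5 µM, 357 for 0 against 1 µM and 942 for 0 against 5 µM, and the highest of the other splits was 0 by limma in each. For 5 against 20 µM, all 10 splits called 0 by limma, with 1258 at an unadjusted p under 0.05 for the real one and 0 by the methods' t-test after Benjamini-Hochberg.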
